# Molecular Characterization of the Dual Effect of the GPER Agonist G-1 in Glioblastoma

**DOI:** 10.3390/ijms232214309

**Published:** 2022-11-18

**Authors:** Alex Hirtz, Yann Bailly, Fabien Rech, Julien Pierson, Hélène Dumond, Hélène Dubois-Pot-Schneider

**Keywords:** glioma, GPER agonist G-1, transcriptomic analysis, lipid metabolism, tubulin inhibitor, xenograft

## Abstract

Glioblastoma (GBM) is the most common primary brain tumor in adults. Despite conventional treatment, consisting of a chirurgical resection followed by concomitant radio–chemotherapy, the 5-year survival rate is less than 5%. Few risk factors are clearly identified, but women are 1.4-fold less affected than men, suggesting that hormone and particularly estrogen signaling could have protective properties. Indeed, a high GPER1 (G-protein-coupled estrogen receptor) expression is associated with better survival, especially in women who produce a greater amount of estrogen. Therefore, we addressed the anti-tumor effect of the GPER agonist G-1 in vivo and characterized its molecular mechanism of action in vitro. First, the antiproliferative effect of G-1 was confirmed in a model of xenografted nude mice. A transcriptome analysis of GBM cells exposed to G-1 was performed, followed by functional analysis of the differentially expressed genes. Lipid and steroid synthesis pathways as well as cell division processes were both affected by G-1, depending on the dose and duration of the treatment. ANGPTL4, the first marker of G-1 exposure in GBM, was identified and validated in primary GBM cells and patient samples. These data strongly support the potential of G-1 as a promising chemotherapeutic compound for the treatment of GBM.

## 1. Introduction

Gliomas are a large family of primary brain tumors whose classification is regularly updated. Since 2021, they are divided into three subtypes, characterized by their cell of origin combined with their molecular profiling: IDH mutated/1p19q codeleted oligodendroglioma, IDH mutated astrocytoma, or IDH wild-type glioblastoma (GBM). Four grades were also described, according to the severity of the tumor and the prognosis of the patients (WHO 2021) [1]. With the worst prognosis and an incidence of 3.2/100,000, GBM is always classified as Grade 4 [2].

The standard treatment of GBM is a surgical resection as wide as possible, followed by concomitant temozolomide (TMZ)-based chemotherapy and radiotherapy. Despite this burdensome treatment, recurrences occur within months after surgery from the resection margins. Few risk factors are known but men are more affected than women, with a sex ratio of 1.4:1. A hypothesis is that the estrogens present in greater amount in women have neuroprotective effects against GBM. Recently, Hirtz et al. explored the impact of estrogen biosynthetic enzyme or receptor expressions on glioma patient survival [3,4]. They showed that a high expression of the membrane G-protein-coupled estrogen receptor (GPER) was associated with better survival in IDHmut Grades 3 and 4 astrocytoma and GBM.

In humans, GPER is expressed in many organs, including the brain [5,6,7,8,9,10]. In the embryo, the absence of GPER alters the brain morphology due to poor development of sensory and motor neurons [11]. In adults, GPER is expressed in many brain regions [9,10], especially in several hypothalamic nuclei, such as the paraventricular, supraoptic, arcuate, and suprachiasmatic nuclei [12,13]. At the cellular level, GPER has been detected in neurons, astrocytes, and oligodendrocytes of the rat hypothalamus [14]. GPER is associated with the occurrence of migraine; it is a regulator of cognitive function, particularly in post-menopausal women, and involved in the neuroprotective effects of 17β-estradiol (E2) [15]. Taken together, these data suggest that the expression and/or functionality of GPER is essential for brain physiology.

GPER is a member of the Class A or “rhodopsin-like” GPCRs, subtype Gα_s_. Although the validation of a direct interaction of E2 with GPER is still controversial [16], E2 is commonly accepted as the endogenous ligand of GPER [17,18]. Hirtz and colleagues also characterized the impact of GPER activation in GBM cells exposed to the GPER ligand G-1 (GPR30-specific compound 1), identified as the first specific agonist for GPER in 2006 [4,19]. In vitro, G-1 triggered cell cycle arrest in the G2/M phase and subsequent transient cell proliferation arrest in U251 and LN229 GBM cells exposed to 1 µM for 72 h, due to a disruption of the microtubule assembly. Pretreatment of cells with GPER antagonists G-15 or G-36 did not alleviate G-1 effects, suggesting that they were, at least in part, independent of GPER.

In the present study, we confirmed the antiproliferative effect of G-1 in a model of GBM xenografted nude mice and aimed to clarify the G-1 mechanisms of action in GBM cells. We performed a transcriptomic analysis of U251 cells exposed to 1 µM or the IC50 dose of G-1 for 24 h or 72 h. Functional analysis of the differentially expressed genes revealed dose- and time-dependent effects of G-1 treatment: the lipid synthesis-related pathway was mainly altered by the IC50 dose at the earliest time of treatment, whereas cell division was affected by the 1 µM G-1 treatment regardless of the duration of the treatment. Signatures of G-1 exposure were then validated in the primary GBM cells. Our analysis identified for the first time a marker of G-1 exposure, ANGPTL4, which was validated in the GBM patient samples. Taken together, these data strongly support the potential of G-1 as a promising chemotherapeutic compound for the treatment of GBM.

## 2. Results

### 2.1. G-1 Elicits an Anti-Tumor Effect in GBM Cell Xenografted Nude Mice

Recently, Hirtz et al. demonstrated in vitro that G-1 triggered a cell proliferation arrest in U251 and LN229 GBM cells [4]. Therefore, we addressed the anti-tumoral effect of this GPER-agonist in a third GBM cell line, U87MG (Supplementary Figure S1), and in a corresponding model of female nude mice xenografted subcutaneously with U87MG GBM cells. When the tumor volume reached an average volume of 150 ± 40 mm^3^, mice were injected intra-peritoneally with G-1 or the corresponding vehicle (see Materials and Methods for details). Treatment was repeated 3 times a week until the heterotopic tumor volume reached the endpoint criterion. Tumor volume, but not animal weight, was significantly reduced in G-1 treated mice at Days 4, 7, 11, and 13, suggesting that G-1 might elicit anti-tumor processes in vivo (Figure 1A and Supplementary Figure S2). In line, we observed 34% less Ki-67 immunostaining in G-1-exposed tumors than in vehicle ones, whereas no difference in tumor histology was detected (Figure 1B and Supplementary Figure S3).

### 2.2. Transcriptomic Analysis of U251 GBM Cells Exposed to G-1

To evaluate the molecular mechanisms induced by G-1 treatment in GBM cells, U251 cells were exposed to 1 µM or the IC50 dose (644.8 nM) of G-1 for 24 h or 72 h (Supplementary Figure S4). Then, a comprehensive gene expression analysis was performed. 

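RNA from 6 groups of U251 cells was hybridized to 24 microarrays, with 4 replicates per group. The groups were DMSO, G-1 IC50 (644.8 nM) and G-1 1 µM (1000 nM), each for 24 h and 72 h. The authors deposited the fluorescence intensity of every spot with its quality flags, as Feature Extraction wrote them, and a table of log2 values per probe. The arrays lay on 3 slides of 8 arrays each. All 8 arrays of G-1 1 µM lay on the third slide, which was scanned in a second session, whereas the DMSO and G-1 IC50 arrays were spread over the first and the second slide. A difference between G-1 1 µM and the other treatments at one duration therefore cannot be told apart from a difference between the scanning sessions by the design alone. The share of spots well above background was between 41.1% and 44.5% on the arrays of the first session, and between 38.0% and 40.7% on those of the second. Log2 intensities were shifted to a common 75th percentile. Of 58118 probes, the 22970 that were well above background on all 4 arrays of at least 1 group were tested, and these stood for 17927 genes, of which 14235 had a gene symbol. A gene counted as a DEG when at least 1 of its probes had an absolute fold change above 2 and a Benjamini-Hochberg adjusted p below 0.05 in limma. For the G-1 IC50 24 h and G-1 1 µM 72 h arrays, one entry of the labels gave the other duration, and the duration in the sample titles and in the paper's design was used. The paper's text names GeneSpring GX for the statistics, but neither the normalization nor the filter on dim probes.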

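An F test in limma over the 4 comparisons of G-1 with DMSO of the same duration, with an absolute fold change above 2 in at least 1 of them, called 3047 genes, of which 2192 had a symbol. By the comparison furthest from 0, 1102 of the genes were higher after G-1 and 1945 were lower. The count moved most without a fold change threshold, to 12834. It was 896 with normexp background correction, and 1753 with only the probes well above background on all 24 arrays. Leaving out each array in turn kept it between 3012 and 3141. Of the 1565 genes of Table S1 that were among those tested, 1211 were also called here.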

By a one-way ANOVA, we identified 1653 deregulated genes (*p* < 0.05, Absolute Fold Change (|FC|) > 2), at least in one condition of treatment (Table S1). The hierarchical clustering of the differentially expressed genes (DEGs) revealed two main branches in the dendrogram, dividing the samples according to treatments: DMSO 0.01%/G-1 IC50 in one branch and G-1 1 µM in the other (Figure 2A). 

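The 4066 probes of the DEGs called here were centred on their median over the 24 arrays and clustered with uncentered correlation and complete linkage. The smaller of the 2 main branches held the 8 arrays of G-1 1 µM, and the other held the 16 arrays of DMSO and G-1 IC50. The same 8 arrays made up the smaller branch with all tested probes and with average linkage. When the probes were centred on the mean of the DMSO arrays instead, the smaller branch held 0 of the 8. The 8 arrays are also the arrays of the third slide, scanned in the second session.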

Cluster 1 was divided into two branches, driven mainly by G-1 IC50 72 h, whereas the G-1 IC50-treated cells during 24 h clustered with the DMSO controls. This subdivision probably indicated that the impact of the G-1 treatment at IC50 for 24 h was very weak. Thus, treatment with G-1 at 1 µM had the greatest effect, regardless of the duration of treatment.

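Divided into 3 branches, the dendrogram kept the 8 arrays of G-1 1 µM together and parted the other 16 arrays into 8 and 8. The first of these branches held 3 arrays of DMSO 24 h, 2 of DMSO 72 h, 2 of G-1 IC50 24 h and 1 of G-1 IC50 72 h. The other held 1 array of DMSO 24 h, 2 of DMSO 72 h, 2 of G-1 IC50 24 h and 3 of G-1 IC50 72 h. Both branches thus held arrays of all 4 groups. The counts per group in the first branch are those of the first slide, and in the other branch those of the second slide. This division may therefore follow the slides rather than the treatment.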

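For each gene with a symbol, the brightest probe was compared between the 4 treated and the 4 DMSO arrays. After 24 h at G-1 IC50, the groups did not overlap for 393 of 14235 genes (2.76%), where random grouping of 4 against 4 arrays gives 2.86%. After 72 h at G-1 IC50, they did not overlap for 1075 genes (7.55%).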

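Under G-1 1 µM, the treated and the DMSO arrays did not overlap for 4311 genes with a symbol (30.3%) after 24 h and for 8356 (58.7%) after 72 h, against the 2.86% of random grouping. The median log2 change of all genes stayed near 0 in every comparison with DMSO: -0.013 for G-1 IC50 24 h, -0.018 for G-1 IC50 72 h, 0.036 for G-1 1 µM 24 h and 0.026 for G-1 1 µM 72 h. The G-1 1 µM arrays differ from the DMSO arrays in slide and scanning session as well as in treatment. From the branches of the dendrogram, the paper reasons that G-1 IC50 probably had a very weak effect at 24 h, and it concludes that the dose of 1 µM had the greatest effect at both durations.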

To better evaluate the impact of treatment duration, we analyzed the data obtained after either 24 h or 72 h G-1 exposure. By a one-way ANOVA, we identified 100 and 1363 DEGs (*p* < 0.05, |FC| > 2; Table S2 and Table S3 respectively) in at least one condition after 24 h or 72 h of treatment, respectively. 

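F tests over both doses, with an absolute fold change above 2 at either dose, called 590 genes at 24 h, of which 308 had a symbol, and 2876 genes at 72 h, of which 2103 had a symbol. At 24 h, 133 genes were higher and 457 were lower by the dose furthest from 0. At 72 h, 1062 were higher and 1814 were lower. With normexp background correction the counts were 74 and 879, and with only the probes well above background on all 24 arrays they were 195 and 1699. With each array of the duration left out in turn, the counts stayed between 510 and 658 at 24 h and between 2853 and 2987 at 72 h. Among the tested genes of the paper's tables, 78 of 94 from Table S2 were called at 24 h and 1147 of 1291 from Table S3 at 72 h.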

In both cases, the hierarchical clustering of the DEGs highlighted two main branches of the dendrogram, dividing the samples according to treatments: DMSO 0.01%/G-1 IC50 in one branch and G-1 1 µM in the other (Figure 2B,C). 

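Clustered on the DEGs of each duration, the 4 arrays of G-1 1 µM stood apart from the 8 arrays of DMSO and G-1 IC50 at 24 h and at 72 h. At 24 h, these 8 arrays divided into 5 (3 of DMSO and 2 of G-1 IC50) and 3 (1 of DMSO and 2 of G-1 IC50). At 72 h, they divided into 5 (2 of DMSO and 3 of G-1 IC50) and 3 (2 of DMSO and 1 of G-1 IC50). The counts per group in these divisions are again those of the first and the second slide. At both durations, the arrays of G-1 1 µM were those of the second scanning session.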

Interestingly, 80% of the DEGs identified at 24 h were also differentially expressed at 72 h and the top enriched GO terms were mainly associated with cell division. 

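Of the 590 genes called at 24 h, 422 (71.5%) were also called at 72 h, where independent calls would share 94.7. For 416 of the shared genes the direction was the same, with 95 higher and 321 lower after G-1. The share was 37.4% without a filter on dim probes and 88.9% without a fold change threshold. It stayed between 66.7% and 72.9% when each array was left out in turn.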

At 24 h, the 20 specific genes were linked to sterol and lipid metabolism, as suggested by upregulation of *SREBF1*, *LDLR*, *INSIG1*, *STARD4*, *LSS*, *EGR1*, and *FASN* (Figure 2D).

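Of the genes called at 24 h, 168 were not called at 72 h. Among the 89 of these with a symbol, genes that Table S2 also lists include *CHTF8*, *EGR1*, *FABP7*, *FADS1*, *FASN*, *HES6*, *HNRNPM*, *INSIG1*, *LSS*, *LY9*, *PMP22*, *SREBF1*, *STARD4*, *TROAP* and *VWA5B2*. After 24 h at G-1 1 µM, *SREBF1* had a log2 fold change of 0.85 (SE 0.090, adjusted p = 4.4e-06) by the brighter of its 2 probes, and 0.13 by the dimmer one, which was not significant. After 72 h at G-1 1 µM, the brighter probe fell by 0.73 on the log2 scale (adjusted p = 6.4e-07), and the difference between the durations was -1.58 (adjusted p = 5.2e-08). *STARD4* went from a log2 signal of 1.59 ± 0.21 in DMSO to 2.68 ± 0.36 at 24 h (mean ± SD, n = 4), and it rose by 0.70 at 72 h (SE 0.16). Both changes were significant, and the interaction with duration was not (-0.39, adjusted p = 0.201), although it passed with the replicate number as a block within each duration. *EGR1* rose by 1.37 at 24 h and by 0.81 at 72 h (SE 0.25), with an interaction that was not significant either (-0.56, adjusted p = 0.240) and passed under that same block. At G-1 IC50 for 24 h, *INSIG1* rose by 0.85 (SE 0.17, adjusted p = 0.0332), and this call was lost when any of 6 of the 8 arrays was left out. *LSS* rose by 0.83 (SE 0.18), short of the threshold (adjusted p = 0.0804), which it passed without DMSO 24 h replicate 3 (adjusted p = 0.0315).
A list of sterol synthesis and uptake genes, 23 of 24 of them measured and 5 named by the paper, had a median log2 fold change of 0.47 at G-1 IC50 24 h, with 23 genes higher, and 0.56 at G-1 1 µM 24 h, with 22 higher. The adjusted p of camera, over 48 list tests, was 1.3e-33 and 5.6e-08. Both calls held under fry, and with an estimated correlation between genes only that of G-1 IC50 did. At G-1 IC50, 17 genes of the list were significant adjusted over the list alone and 3 over all genes. For G-1 1 µM, 19 were adjusted over the list alone and 17 over all genes. The genes that the paper names were chosen on these arrays and are not independent evidence.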

### 2.3. Identification and Validation of ANGPTL4 Expression as a Marker of G-1 Exposure

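*ANGPTL4* was measured by 1 probe. Its log2 signal, relative to the 75th percentile of each array, was -3.87 ± 0.84 in DMSO 24 h (mean ± SD, n = 4), where 0 of 4 arrays were well above background, and 1.37 ± 0.85 in G-1 1 µM 24 h. The fitted log2 fold change at 24 h was 5.24 (SE 0.51, adjusted p = 2.3e-06). Since no DMSO 24 h array was above background, the rise is a lower bound, at least 24.5-fold higher against the lowest detected signal. At 72 h, the signal was -2.76 ± 0.82 in DMSO, with 2 of 4 arrays above background, and 5.09 ± 0.37 in G-1 1 µM. The log2 fold change at 72 h was 7.85 (adjusted p = 8.4e-11), which is a fitted 232-fold. At both durations, each G-1 1 µM array was above each DMSO array (exact permutation test, two-sided, p = 0.0286, the smallest that 4 arrays against 4 allow). By fitted values, *ANGPTL4* had the largest absolute log2 fold change of the 14235 genes with a symbol in all 4 comparisons of G-1 with DMSO. With each array left out in turn, the log2 fold change of *ANGPTL4* stayed between 4.87 and 5.53 at 24 h and between 7.56 and 8.15 at 72 h.

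**Figure D1:**
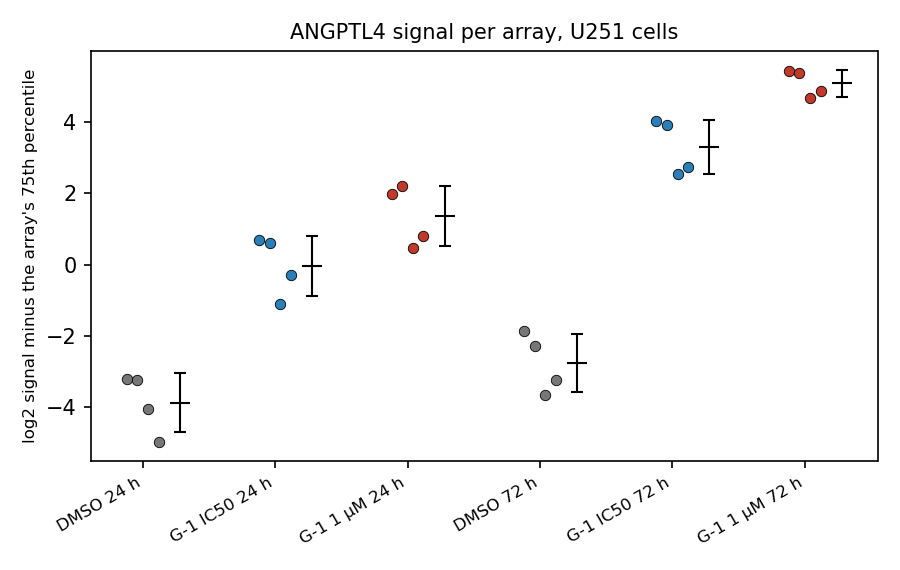
Log2 signal of *ANGPTL4* minus the 75th percentile of the array, for the 4 arrays of each of the 6 groups (points), with the mean and SD beside them. The mean is -3.87 in DMSO 24 h and 5.09 in G-1 1 µM 72 h.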

Transcriptome analysis revealed that *ANGPTL4* was the most deregulated gene after G-1 treatment for 24 h and 72 h, by 38-fold and 231-fold, respectively. This result obtained from U251 cells was verified in RADH87 primary GBM cells exposed to G-1 for 24 h or 72 h. RT-qPCR data confirmed that *ANGPTL4* was also significantly upregulated in RADH87 primary GBM cells (by 1.8-fold and 3-fold at 24 h and 72 h, respectively) as well as in patient tumors (by 2.5-fold) treated by 1 µM G-1 for 72 h (Figure 3A,B). Therefore, *ANGPTL4* might be considered as the first marker of G-1 exposure in GBM.

### 2.4. G-1 Impairs Lipid Metabolism and Nuclear Division Pathways

To decipher the real impact of the G-1 dose, we then performed two-by-two comparisons (unpaired *t*-test *p* < 0.05, |FC| > 2). At a dose of G-1 IC50, only 6 and 7 genes were significantly deregulated after 24 h and 72 h, respectively (Tables S4 and S5). 

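Compared with DMSO, G-1 IC50 changed 10 genes after 24 h and 21 genes after 72 h in limma at an absolute fold change above 2. At 24 h, all 10 were higher, 9 with a symbol: *ANGPTL4*, *TF*, *IDI2-AS1*, *LY9*, *FASN*, *LY6K*, *SLC7A5*, *STARD4* and *SREBF1*. Of these, *LY9* (1.34, adjusted p = 0.0474) and *IDI2-AS1* (1.69, adjusted p = 0.0478) lost their calls when one of several arrays was left out. The count at 24 h was 4 without G-1 IC50 24 h replicate 3 and 6 without DMSO 24 h replicate 4, and another split of the same 8 arrays called 94 genes. At 72 h, 10 genes were higher and 11 were lower, and with each array left out in turn the count stayed between 18 and 22. The genes higher at 72 h included *ANGPTL4*, *PLEKHS1*, *PDK4*, *CSGALNACT1*, *ACSBG1*, *RGS16*, *TMEM169*, *HR* and *MGLL*. The lower ones included *ITGB3* (-1.73), *DHRS3* (-2.17), *SFRP4* (-2.17) and *CELA1* (-1.24). Only *ANGPTL4* was called at both durations. The test that the methods name, without adjustment, called 20 genes at 24 h and 38 at 72 h, and with Benjamini-Hochberg adjustment it called 0 and 4. With only the arrays of each comparison fitted in limma, 2 genes were called at 24 h. Among the tested genes of the paper's tables, 5 of 6 from Table S4 and 7 of 7 from Table S5 were called. A test of the difference between 24 h and 72 h at G-1 IC50 called 0 genes in limma past the fold change threshold, with 895 genes at an unadjusted p under 0.05, and 2 genes without that threshold. In fits with a block, chosen after this result was seen, it called 5 genes past the threshold with the replicate number as the block, 8 with that block within each duration and 2 with the slide as the block. Whether single genes differ between the durations at G-1 IC50 thus depends on the block, and no other tool was run for it.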

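After 24 h at G-1 IC50, *FASN* rose by 1.16 on the log2 scale (SE 0.18, adjusted p = 0.0034), with a log2 signal of 7.51 ± 0.32 against 6.35 ± 0.36 in DMSO (mean ± SD, n = 4). *SREBF1* rose by 1.02 (SE 0.090, adjusted p = 1.8e-06) by its brighter probe, with 8.58 ± 0.14 against 7.56 ± 0.11. Its dimmer probe rose by 0.16, which was not significant. *STARD4* rose by 1.04 (SE 0.16, adjusted p = 0.0030). *MVD* rose by 1.04 as well, with a larger error (SE 0.28) and an adjusted p of 0.281. Its signal was above every DMSO array on 3 of 4 G-1 IC50 arrays (exact permutation test, two-sided, p = 0.0571). *FASN* and *STARD4* were not significant when only the 8 arrays of the comparison were fitted, whereas *MVD* was significant with the replicate number as a block. For *MVD*, every G-1 IC50 array was above the DMSO array of the same replicate number.
A list of fatty acid synthesis genes, 10 of 11 of them measured and 4 named by the paper, had a median log2 fold change of 0.60 at G-1 IC50 24 h, with 9 genes higher (camera, adjusted p = 6.7e-26). The call held under fry and with an estimated correlation between genes. Adjusted over the list alone, 8 genes were significant, and over all genes 5 were. The genes named by the paper are not independent evidence here.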

Associated functions were related to lipid/steroid metabolic processes, as suggested by the upregulation of *FASN*, *MVD*, *STARD4*, and *SREBF1* at 24 h. At 72 h, even if no function was significantly enriched, among the seven DEGs, three were related to lipid metabolism, such as *ACSBG1*, *MGLL*, and *ANGPTL4* (Figure 4A). 

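After 72 h at G-1 IC50, *ANGPTL4* had a log2 fold change of 6.07 (SE 0.51, adjusted p = 7.2e-07), from a log2 signal of -2.76 ± 0.82 in DMSO to 3.31 ± 0.77 (mean ± SD, n = 4). With each array left out in turn, the change stayed between 5.78 and 6.37. *ACSBG1* rose by 1.46 (SE 0.25, adjusted p = 0.0035), from -1.17 ± 0.37 to 0.29 ± 0.31. *MGLL* was measured by 2 probes: the brighter rose by 0.75 (SE 0.13, adjusted p = 0.0042) and the dimmer by 1.01 (adjusted p = 3.5e-04), and the gene was called through the dimmer one. The brighter probe was not significant when only the 8 arrays of the comparison were fitted. Each of these genes was higher on all 4 G-1 IC50 arrays than on every DMSO array.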

The significant upregulation of *FASN*, *ANGPTL4*, *STARD4*, and *SREBF1* was confirmed in RADH87 primary GBM cells, by 1.9-fold, 1.5-fold, 1.6-fold, and 1.9-fold, respectively (Figure 4B).

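Compared with G-1 IC50 of the same duration, G-1 1 µM changed 594 genes at 24 h (100 higher and 494 lower) and 2718 genes at 72 h (987 higher and 1731 lower). Of these, 284 and 1945 had a symbol. The count at 24 h was 120 with normexp background correction and 2942 without a filter on dim probes, and at 72 h 844 and 5122. With each array left out in turn, the counts stayed between 530 and 658 at 24 h and between 2580 and 2963 at 72 h. The doses were hybridized on different slides and scanned in different sessions.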

For the 1 µM G-1 treatment, we highlighted a higher number of deregulated genes (Figure 5A). After 24 h of G-1 treatment, 81 genes were differently expressed (Table S6). Among them, no specific enrichment was found for the 37 downregulated genes. In contrast, the 44 upregulated genes were associated with regulation of steroid and lipid metabolic processes or anatomical structure development. 

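For G-1 1 µM against DMSO at 24 h, 601 genes were called by 608 probes, and 317 of the genes had a symbol. Without a fold change threshold, 6199 genes were called. With normexp background correction the count was 71, with only the probes well above background on all 24 arrays it was 190, and the test that the methods name called 575 without adjustment. It stayed between 543 and 687 with each array left out in turn. Of the 77 genes of Table S6 that were among those tested, 74 were called here, and by the brightest probe 71 of the 77 went in the direction of the table. The treated arrays were all scanned in the second session.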

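In this comparison, 470 of the 601 genes were lower after G-1 1 µM, of which 230 had a symbol. They were called by 471 probes, of which 345 (73.2%) were among the dimmest 20% of the probes tested, and 271 were not well above background on any G-1 1 µM array.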

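In the same comparison, 131 genes were higher after G-1 1 µM, of which 87 had a symbol. Of the 137 probes that called them, 62 (45.3%) were among the dimmest 20% of the probes tested. The count was 14 with normexp background correction and 1024 without a filter on dim probes. Of the fatty acid synthesis list, 9 of the 10 measured genes were higher at G-1 1 µM 24 h, with a median log2 fold change of 0.78 (camera, adjusted p = 2.6e-06). The call held under fry but not with an estimated correlation between genes. Adjusted over the list alone, 9 genes were significant, and over all genes 8 were, with the genes that the paper names not counted as independent evidence.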

All these functions were driven by *INSIG1*, *FASN*, *FADS1*, *LSS*, and *LDLR* (Figure 5B). 

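After 24 h at G-1 1 µM, *FASN* rose by 1.39 on the log2 scale (SE 0.18, adjusted p = 3.5e-05), *LSS* by 1.12 (SE 0.18, adjusted p = 2.2e-04) and *INSIG1* by 1.09 (SE 0.17, adjusted p = 1.3e-04). *FADS1* rose by 1.06 (SE 0.13, adjusted p = 2.0e-05). For all 4 genes, each treated array was above each DMSO array. The treated arrays share 1 slide, with no DMSO array on it.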

Interestingly, these five genes were specifically upregulated at 24 h but not at 72 h. 

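After 72 h at G-1 1 µM, these 4 genes remained higher than DMSO, by less than the fold change threshold. *INSIG1* rose by 0.76 on the log2 scale (adjusted p = 4.9e-04) and *LSS* by 0.54 (adjusted p = 0.0130). The call of *LSS* was lost with the 50th percentile in place of the 75th. *FASN* rose by 0.35 (adjusted p = 0.102) and *FADS1* by 0.28 (adjusted p = 0.0666), and both were significant with only their own arrays fitted or with the replicate number as a block. The difference between 72 h and 24 h was significant for *FASN* (-1.04, adjusted p = 0.0044) and *FADS1* (-0.78, adjusted p = 0.0033). It was not significant for *LSS* (-0.58, adjusted p = 0.0963) and *INSIG1* (-0.33, adjusted p = 0.308), and that of *LSS* passed with the replicate number as a block, without DMSO 24 h replicate 3 (adjusted p = 0.0360) and without G-1 1 µM 24 h replicate 2 (adjusted p = 0.0482). These differences do not contain a constant offset between the scanning sessions.

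**Figure D2:**
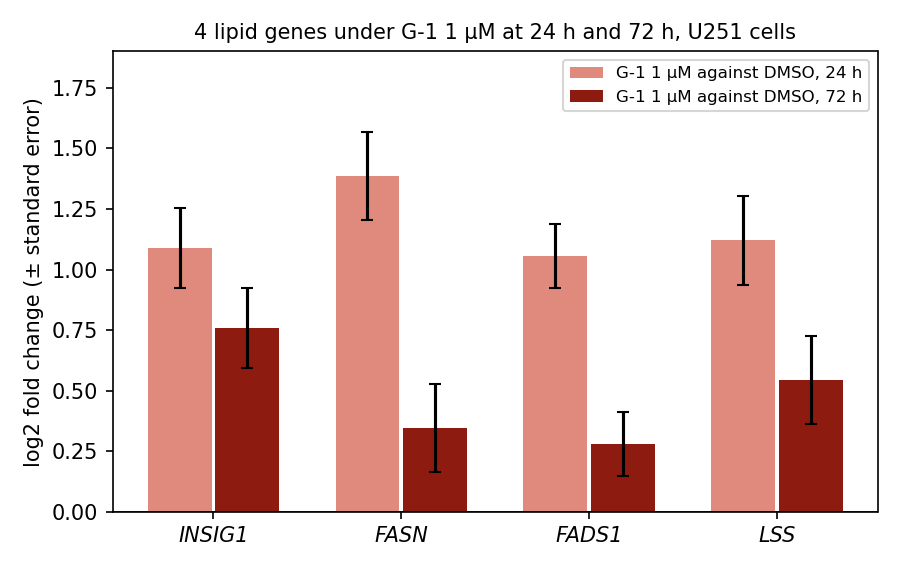
Log2 fold change of *INSIG1*, *FASN*, *FADS1* and *LSS* at G-1 1 µM against DMSO at 24 h and 72 h (bars), with the standard error. *FASN* goes from 1.39 at 24 h to 0.35 at 72 h, and *LSS* from 1.12 to 0.54.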

Upregulation of LDLR by G-1 1 µM was confirmed in RADH87 cells (Figure 5C). Sixty-four genes were deregulated by G-1 for the two treatment durations. These genes were linked to the GO term “regulation of nuclear division”, as suggested by the upregulation of genes encoding the key interacting proteins AURKA, BORA, CDC20, and PLK1 (Figure 5D). 

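Under G-1 1 µM, 428 genes were called at both durations, where independent calls would share 96.1. Of these, 424 had the same direction, with 93 higher and 331 lower. The count was 56 with normexp background correction and 5262 without a fold change threshold. Leaving out each array in turn kept it between 373 and 478.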

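After 24 h at G-1 1 µM, *AURKA* rose by 1.18 on the log2 scale (SE 0.12, adjusted p = 3.2e-06), *PLK1* by 1.09 (SE 0.16, adjusted p = 7.1e-05) and *BORA* by 1.01 (SE 0.13, adjusted p = 2.8e-05). *CDC20* went from a log2 signal of 4.15 ± 0.24 in DMSO 24 h to 5.24 ± 0.25 (mean ± SD, n = 4; SE 0.13, adjusted p = 1.2e-05). After 72 h, *AURKA* rose by 1.60 (adjusted p = 7.1e-10), *CDC20* by 1.37 (adjusted p = 1.6e-08) and *BORA* by 1.30 (adjusted p = 3.5e-08). *PLK1* was measured by 2 probes, and at 72 h the brighter rose by 1.06 (adjusted p = 5.7e-06) and the dimmer by 1.70 (adjusted p = 1.2e-05). The interaction with duration was not significant for any of the 4 genes, with 0.42 for *AURKA* (adjusted p = 0.0658) and, by the dimmer probe, 0.81 for *PLK1* (adjusted p = 0.106). That of *AURKA* passed without DMSO 24 h replicate 4 (adjusted p = 0.0370), without G-1 1 µM 24 h replicate 2 (adjusted p = 0.0449) and without G-1 1 µM 72 h replicate 2 (adjusted p = 0.0387). At G-1 IC50, the 4 genes changed by between -0.080 and 0.11 at 24 h, none of them significantly. All G-1 1 µM arrays of both durations were scanned in the second session.
A list of 25 mitotic spindle checkpoint genes, 2 of them named by the paper, had a median log2 fold change of 0.43 at G-1 1 µM 24 h, with 24 genes higher (camera, adjusted p = 2.2e-07). The call held under fry but not with an estimated correlation between genes. Adjusted over the list alone, 17 genes were significant, and over all genes 16 were, the genes that the paper names not being independent evidence. At G-1 IC50, the median of the list was -0.080 at 24 h, which turned to 0.0065 with the 50th percentile in place of the 75th, and 0.074 at 72 h, neither significant by camera. With 1 array left out, camera called the fall at G-1 IC50 24 h without DMSO 24 h replicate 3 (-0.10), DMSO 24 h replicate 4 (-0.18), G-1 IC50 24 h replicate 1 (-0.13) or G-1 IC50 24 h replicate 2 (-0.15), and the rise at 72 h without DMSO 72 h replicate 3 (0.094) or G-1 IC50 72 h replicate 4 (0.080). The fall at 24 h was also called with the slide as a block (-0.10), and the rise at 72 h without a filter on dim probes, with normexp background correction and with its own arrays fitted.

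**Figure D3:**
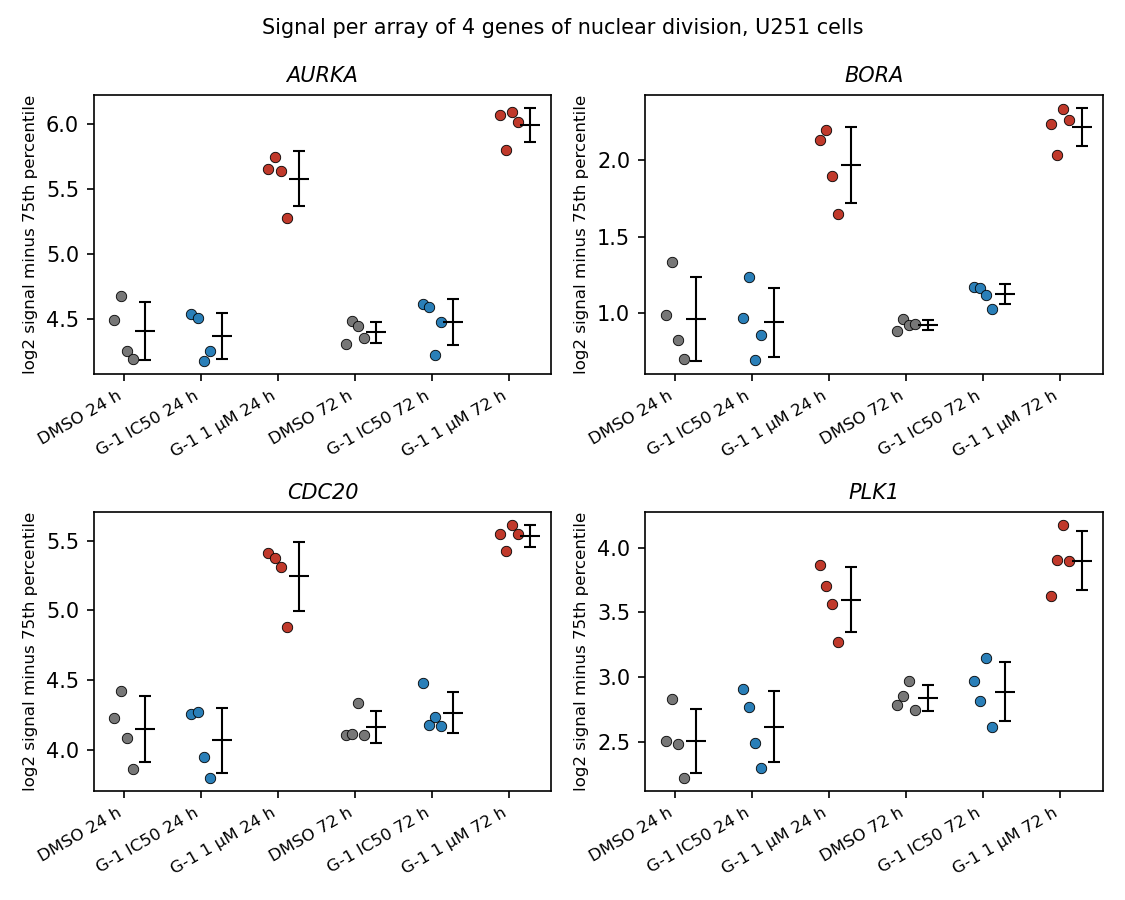
Log2 signal of *AURKA*, *BORA*, *CDC20* and *PLK1* minus the 75th percentile of the array, for the 4 arrays of each of the 6 groups (points), with the mean and SD beside them. *AURKA* rises by 1.18 at 24 h and by 1.60 at 72 h from DMSO to G-1 1 µM.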

AURKA and PLK1 are two serine-threonine protein kinases involved in regulation of cell division and microtubule protein phosphorylation. BORA is the coactivator of AURKA. The differential expression of this functional gene cluster was fully confirmed in RADH87 cells (Figure 5E).

In total, 1192 DEGs were identified after 72 h of 1 µM G-1 treatment (Table S7). 

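For G-1 1 µM against DMSO at 72 h, 2867 genes were called by 3131 probes, and 2092 of the genes had a symbol. With normexp background correction the count was 878, with only the probes well above background on all 24 arrays it was 1696, and without a fold change threshold it was 12380. With each array left out in turn, it stayed between 2836 and 2978. Of the 1132 genes of Table S7 that were among those tested, 1110 were called here, and by the brightest probe 1098 of the 1132 went in the direction of the table. The difference between the changes at 72 h and at 24 h, which holds no constant offset between the scanning sessions, was called for 1303 genes. Of the 2867 genes, 1122 were also called for this difference, 1120 of them in the same direction.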

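After 72 h of G-1 1 µM, 1052 genes were higher than DMSO and 1815 were lower, of which 858 and 1234 had a symbol. With only the probes well above background on all 24 arrays, 770 were higher, and with normexp background correction 327. *CSF2* rose by 4.56 on the log2 scale, and by at least 12.14-fold against the lowest detected signal. On the same scale, *GLDN* fell by 4.86, *SLC47A2* fell by 4.16 and *CELA1* fell by 3.87. *SLC47A2* and *CELA1* were not above background after treatment, so their fall is a lower bound, at least 4.41-fold lower and at least 11.2-fold lower.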

No biological function was significantly enriched in this dataset when separating the 585 up- and 607 downregulated genes. As this total number of DEGs is not compatible with a pathway analysis, we performed an unsupervised GSEA signature enrichment (Figure 6). We identified a significant increase in several signatures, mainly related to cell cycle regulation. Among them are the reactomes “MITOTIC_SPINDLE_CHECKPOINT” or “SEPARATION_OF_SISTER_CHROMATIDS”. 

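The gene sets of the paper's collection could not be repeated, so lists written from general knowledge were tested. After 72 h at G-1 1 µM, the mitotic spindle checkpoint list had a median log2 fold change of 0.62, with 23 of 25 genes higher (camera, adjusted p = 4.0e-05). The call held under fry but not with an estimated correlation between genes. Adjusted over the list alone, 20 genes were significant, and over all genes 19 were, including 2 that the paper names, which are not independent evidence. A list of 25 genes of sister chromatid separation, none named by the paper, had a median of 0.21, with 17 genes higher. It was not significant by camera (adjusted p = 0.132) or with an estimated correlation, but was under fry (adjusted p = 3.7e-04). In that list, 15 genes were significant adjusted over the list alone, and 15 over all genes. The interaction with duration was not significant by camera for either list.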

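A list of 30 MYC targets, none of them named by the paper, had a median log2 fold change of 0.68 at G-1 1 µM 72 h, with 29 genes higher (camera, adjusted p = 2.6e-09). The median was 0.28 at G-1 1 µM 24 h, with 29 genes higher (camera, adjusted p = 3.9e-07). Both calls held under fry, and neither held with an estimated correlation between genes. At 72 h, 29 genes were significant adjusted over the list alone and 29 over all genes, and at 24 h 24 and 19. The rise was larger at 72 h than at 24 h by a median of 0.39 (camera on the interaction, adjusted p = 1.2e-06), which held under fry and not with an estimated correlation. The treated arrays of both durations share the third slide.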

Several Myc signatures were also enriched as “DANG_MYC_TARGETS_UP” or “DANG_BOUND_BY_MYC.”

### 2.5. The Molecular G-1 Signature Is Similar to Microtubule Targeting Agent One

To further characterize the role of G-1 treatment (1 µM, 72 h), we used a connectivity map (CMap) approach. Only compounds with a connectivity score of 90 or higher were selected. Interestingly, among the 17 ranked molecules, we identified 9 tubulin inhibitors, supporting the role of G-1 as a molecule acting on the cell cycle and particularly on tubulin polymerization (Table 1). We also highlighted two PKC (protein kinase C) activators affecting cell cycle progression and a PLK (polo-like kinase) inhibitor known to cause mitotic blockage and apoptotic cell death.

## 3. Discussion

In a previous study performed in vitro on U251 and LN229 GBM cell lines, Hirtz et al. showed that a 1 µM G-1 exposure caused a decrease in proliferation characterized by altered tubulin polymerization and cell cycle arrest in the G2/M phase [4]. These results were confirmed in U87MG and consistent with those found in other cell models [20,21]. In the present in vivo study, U87MG GBM cells were grafted heterotopically into nude mice. As indicated by Sharma et al., G-1 administration did not impair weight gain in intact female mice [22]. We observed an antitumor effect of G-1 in vivo, with a significant decrease in tumor size and Ki-67 immunostaining. This suggested once again that the cellular response initiated by G-1 might elicit a beneficial effect against tumor growth. Nevertheless, the proof of concept that G-1 may be used as a chemotherapeutic compound against GBM has to be confirmed in orthotopic xenograft models to ensure tumor cells to interact with the cerebral microenvironment and address G-1 brain–blood-barrier crossing. Camphausen et al. showed that while the U87MG and U251 gene expression profiles appear quite disparate in a monolayer culture in vitro, these differences are attenuated in sub-cutaneous xenografts and almost disappear in intra-cranial xenografts [23]. Therefore, such models also could be relevant to validate the G-1-dependent signaling processes and downstream target genes identified below.

As a follow-up to previous work from Hirtz et al., we went back in vitro to characterize in detail the mechanisms of action of G-1 by treating U251 GBM cells at two doses (IC50, 1 µM) and at two different times (24 h and 72 h) [4]. This refinement of the experimental conditions allowed us to detect two distinct antiproliferative processes triggered by G-1.

At IC50, G-1 disrupted lipid metabolism. It increased the expression of a set of genes, including *ACSBG1*, *ANGPTL4*, *FASN*, *MVD*, *MGLL*, *SREBF1*, and *STARD4*, that are involved in this process. Among them, ACSBG1, FASN, and MGLL are critical enzymes related to fatty acid (FA) metabolism. 

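At G-1 IC50 72 h, the median log2 fold change was 0.19 for the list of sterol synthesis and uptake genes, with 21 of 23 higher (camera, adjusted p = 6.1e-06). This call held neither under fry nor with an estimated correlation between genes, and 0 genes were significant in limma adjusted over the list alone or over all genes. For the list of fatty acid synthesis genes it was 0.052, with 5 of 10 higher, and -0.012 without a filter on dim probes. The latter list was not significant by camera (adjusted p = 0.0878), although it passed without G-1 IC50 72 h replicate 4 (adjusted p = 0.0350). In it, 1 gene was significant adjusted over the list alone, and 0 were over all genes.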

The role of G-1 treatment on lipid metabolism, especially FA metabolism, has recently been demonstrated in vivo [22]. Authors show that G-1 enhances FA oxidation by upregulating FA oxidation enzymes. 

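*ACSBG1*, which rose at G-1 IC50 72 h, rose by 0.82 on the log2 scale at G-1 IC50 24 h (adjusted p = 0.463), where each treated array was above each DMSO array (exact permutation test, two-sided, p = 0.0286). At G-1 1 µM, it rose by 0.53 at 24 h (adjusted p = 0.110) and fell by 1.81 at 72 h (SE 0.25, adjusted p = 2.4e-06). The log2 signal at G-1 1 µM 72 h was -2.99 ± 0.53 (mean ± SD, n = 4), with 1 of 4 arrays well above background. At 72 h, G-1 1 µM was below G-1 IC50 by a log2 difference of -3.28 (adjusted p = 8.9e-10), and the interaction of G-1 1 µM with duration was -2.35 (adjusted p = 4.3e-05). The 2 doses were scanned in different sessions.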

In U251 cells, G-1 treatment leads to an increase in Acyl-CoA Synthetase Bubblegum Family Member 1 (ACSBG1), an enzyme that activates FA for both degradation via β-oxidation or synthesis of cellular lipids [24]. Similarly, we showed an upregulation of both MGLL, the monoacylglycerol lipase that coverts triglycerides into free FA, and FASN, the main enzyme of the palmitic acid (PA) synthesis. 

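*MGLL* rose by 0.41 on the log2 scale at G-1 IC50 24 h, which was not significant (adjusted p = 0.511). At G-1 1 µM, its brighter probe rose by 0.87 at 24 h (adjusted p = 1.1e-04) and by 2.28 at 72 h (SE 0.13, adjusted p = 1.5e-11), and the interaction with duration was 1.41 (adjusted p = 9.3e-06). *FASN* rose by 0.12 at G-1 IC50 72 h (adjusted p = 0.902). The difference of *FASN* between 72 h and 24 h at G-1 IC50 was -1.04, which was not significant without a block (adjusted p = 0.415) or with the replicate number as a block (adjusted p = 0.0673). It was significant with that block within each duration (adjusted p = 0.0137), a fit chosen after the values were seen.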

PA is the precursor for the synthesis of phospholipids, triglycerides (TG), cholesterol esters, and protein acetylation. An increase in FASN expression has been reported as a poor prognosis, since its expression correlates with the grade of glioma [25,26]. Similarly, stimulation of lipid metabolism fuels energetic metabolism in cancer cells and contributes to their proliferation [27]. Conversely, we found here that stimulation of this signaling pathway by G-1 is concomitant with decreased proliferation of GBM cells. One hypothesis is that increased FASN expression promotes free PA production into the cells, which has been described to decrease cell viability [28]. In line, excess PA has been shown to be cytotoxic to neural stem cells [29]. The effects of PA depend on the balance between oleic acid (OA) and PA production. For example, in the breast cancer cell line MDA-MB-231, exposure to OA increases, whereas PA decreases their proliferation and induces apoptosis by inhibiting PI3K [30,31]. 

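The log2 fold change of *SCD*, which encodes stearoyl-CoA desaturase 1, was -0.25 at G-1 IC50 24 h (adjusted p = 0.998), -0.35 at G-1 IC50 72 h (adjusted p = 0.651), -0.10 at G-1 1 µM 24 h (adjusted p = 0.731) and -0.18 at G-1 1 µM 72 h (adjusted p = 0.435), with a standard error of 0.19. Its log2 signal was 3.39 ± 0.24 in DMSO 24 h and 3.68 ± 0.17 in DMSO 72 h (mean ± SD, n = 4).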

In GBM cells treated with G-1, the expression of FASN is increased, but not that of steryl CoA desaturase 1, which produces OA. It is therefore likely that PA production is higher than OA production, which might contribute to prevent cell proliferation.

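At G-1 IC50 24 h, *ANGPTL4* had a fitted log2 fold change of 3.85 (SE 0.51, adjusted p = 4.4e-04), with a log2 signal of -0.023 ± 0.84 (mean ± SD, n = 4). Against DMSO 24 h, where no array was above background, this is a rise of at least 9.37-fold. Over the alternatives, the adjusted p went from 7.7e-09 to 0.0894. It was above 0.05 with normexp background correction, where the log2 fold change was 1.29, and with only the 8 arrays of the comparison fitted. With each array left out in turn, the log2 fold change stayed between 3.48 and 4.21, and the call was kept. Between the doses, G-1 1 µM was above G-1 IC50 by 1.39 at 24 h (adjusted p = 0.0481; exact permutation test, two-sided, p = 0.114) and by 1.78 at 72 h (adjusted p = 0.0045). The call at 24 h was lost without G-1 1 µM 24 h replicate 1 (1.18), replicate 2 (1.11), G-1 IC50 24 h replicate 3 (1.03) or replicate 4 (1.30), and with quantile normalization, the 50th percentile, only its own arrays or the slide as a random block. With the replicate number as a block, which pairs these arrays, the adjusted p for *ANGPTL4* at 24 h was 1.4e-04. The doses were scanned in different sessions. The rise at G-1 1 µM was larger at 72 h than at 24 h by 2.62 (adjusted p = 0.0087). That at G-1 IC50 was larger by 2.22, which was not significant without a block (adjusted p = 0.9995) or with the slide as a block (adjusted p = 0.919). It was significant with the replicate number as a block (adjusted p = 0.0040) and with that block within each duration (adjusted p = 0.0101). The fits with a block were chosen after the result was seen.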

In parallel, *ANGPTL4* expression is significantly induced regardless of the dose and duration of G-1 treatment of U251 cells. Even to a lesser extent, this induction was confirmed in RADH87 primary GBM cells, as well as in patient samples exposed to G-1 1 µM for 72 h in ex vivo culture. ANGPTL4 is an adipokine, a member of the angiopoietin-like protein family involved in angiogenesis regulation, lipid metabolism, cancer progression, and metastasis. Tsai et al. showed in U87MG cells that overexpression of ANGPTL4 stimulated TMZ resistance and cancer stemness via a positive feedback loop involving the EGFR/PI3K/Akt/4E-BP1 signaling pathway [32]. In U251 cells, G-1 treatment activated ANGPTL4 expression but acted synergistically with TMZ to prevent proliferation [4]. G-1 can activate EGFR indirectly via Src phosphorylation and HB-EGF release [33]. In the presence of G-1, competition between EGFR activation by HB-EGF and ANGPTL4 may alleviate the development of TMZ resistance and even decrease cell proliferation. Indeed, ANGPTL4 expression correlated with a decrease in cell proliferation in a model of osteosarcoma by limiting aberrant branched-chain amino acid metabolism, which is often linked to cancer progression and invasion [34]. Previous data also suggested that ANGPTL4 limited tumor aggressiveness and invasiveness by preventing angiogenesis and vascular permeability [35,36]. While its precise role in GBM remains to be established, in relation to G-1-initiated signaling, increased ANGPTL4 expression appears to be a robust marker of exposure to this GPER agonist, especially in U251 cells. Since ANGPTL4 is regulated by several transcription factors at the crossroad of metabolism and tumor development, the signaling pathway leading to its upregulation after G-1 exposure remains to be determined [37].

Using our transcriptomic approach, we also demonstrated that treatment with 1 µM G-1 for 72 h increased the expression of several actors of centrosome separation that participate in the cell cycle transition to the G2/M phase. These data were confirmed in RADH87 primary GBM cells. 

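At 72 h, G-1 1 µM was above G-1 IC50 by a log2 difference of 1.52 for *AURKA* (SE 0.12, adjusted p = 1.7e-09), 1.27 for *CDC20* (SE 0.13, adjusted p = 5.3e-08), and 1.01 for *PLK1* by its brighter probe (SE 0.16, adjusted p = 1.1e-05). For *BORA*, the log2 signal was 1.12 ± 0.066 at G-1 IC50 72 h and 2.22 ± 0.13 at G-1 1 µM 72 h (mean ± SD, n = 4; adjusted p = 3.8e-07). By these probes, G-1 IC50 itself changed the 4 genes by between 0.048 and 0.20 against DMSO at 72 h, none of them significantly. The G-1 1 µM arrays were scanned in another session than the G-1 IC50 arrays.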

The key regulator of this signaling pathway is PLK1. In GBM cells, a reduction in PLK1 levels by siRNA resulted in a decrease in cell proliferation [38]. However, overexpression of PLK1 can also lead to defects in chromosome segregation and abnormal cytokinesis, generating plurinucleated cells with reduced proliferative potential [39]. In agreement, several cell cycle checkpoints and Myc signatures were enriched by G-1 treatment for 72 h. Myc is a transcription factor that regulates the transcription of multiple mitotic spindle genes, leading to impaired mitotic spindle formation [40].

At the cellular level, Hirtz et al. confirmed that G-1 disrupted the cell division, in particular tubulin polymerization, and observed plurinucleate cells [4]. In accordance, the CMap approach confirmed that G-1 might act like tubulin-destabilizing compounds. Most of them are tubulin depolymerization agents, such as vinca-alkaloids, including vinorelbine, vincristine, vinblastine, and vindesine, or NPI-2358 [41,42]. Vinca-alkaloids were previously shown to improve the treatment of some GBM patients [43]. Furthermore, the molecular signature of the G-1 treatment (1 µM, 72 h) is very similar to that of nocodazole, which disrupts microtubules. Lv et al. have already observed a similar impact of G-1 and nocodazole in two breast cancer cell lines [44]. We also identified ABT-751, flubendazole, and mebendazole, which target the colchicine-binding site on the tubulin [45]. Mebendazole disrupts microtubule formation in GBM cells, and its activity correlates with reduced tubulin polymerization in vitro. Moreover, mebendazole increases the TMZ effect in orthotopic xenografted mouse models of glioma [46]. Altogether, these data confirmed that G-1 could be a promising microtubule-targeting agent. Interestingly, we also highlighted two PKC activators, prostratin and ingenol, that displayed a similar signature to G-1. In contrast to other tumors, it has been shown that the use of PKC activators, targeting specific PKC isoenzymes, could be promising for GBM treatment [47].

Taken together, these data make G-1 an effective anti-proliferative molecule, which might be used for anti-tumor therapy in GBM. However, we were unable to confirm that the G-1 effects are dependent on the presence of GPER, since no signature associated with GPCRs were retrieved.

One of the major advantages of using G-1 in the context of GBM treatment might be the absence of side effects observed in animals [22]. A phase I/IIA clinical trial (accession number: NCT04130516) initiated for the treatment of advanced melanoma will also provide information on potential toxicity and patient metabolic response to orally administered G-1. In the present study, G-1 elicited two distinct antiproliferative effects that might synergize with TMZ: by disrupting lipid metabolism and by targeting microtubules. Once the dosage, distribution, and pharmacokinetics of G-1 in GBM and the surrounding brain tissue will be elucidated, G-1 should be considered, alone or in combination, for the management of GBM patients.

## 4. Materials and Methods

### 4.1. Cell Culture and Treatment

The U87MG GBM cell line was purchased from American Type Culture Collection (Manassas, VA, USA) and the U251 GBM cells were obtained from Sigma-Aldrich (Saint-Quentin-Fallavier, France). The RADH87 primary GBM cell line was kindly provided by Dr. Tony Avril (Inserm U1242, University of Rennes, Centre E. Marquis, Rennes, France). All cell lines were routinely cultured in DMEM (Dulbecco’s modified eagle medium), phenol red-free (Gibco) supplemented with 10% decomplemented FBS, 1% essential amino acids (Sigma-Aldrich), 0.5% non-essential amino acids (Sigma-Aldrich), 0.4% vitamins (Sigma-Aldrich), 1.25% sodium pyruvate (Sigma-Aldrich), and 1% streptomycin/penicillin (Sigma-Aldrich) at 37 °C in a humidified 5% CO_2_ atmosphere. For each experiment, the cells were trypsinized, counted with a Thoma cell-counting chamber, seeded, and grown for 24 h. Then, the cells were deprived from steroid hormones for 24 h in 10% charcoal-stripped FBS medium. Thereafter, cells were exposed for 24 h or 72 h to 1 µM G-1 or the G-1 corresponding to the IC50 of each cell line (Figure S1). G-1 was purchased from Tocris-BioTechne (Noyal Chatillon sur Seiche, France).

### 4.2. Transcriptomic Analysis

mRNAs from 4 independent biological replicates of 3 conditions DMSO 0.01%, G-1 IC50 and G-1 1 µM and 2 durations of treatment (24 h and 72 h) were used to perform the microarray experiment. Genome-wide expression profiling was performed using the low-input QuickAmp labeling kit and human SurePrint G3 8 × 60 K pangenomic microarrays (Agilent Technologies, Santa Clara, CA, USA). Gene expression data were processed using Feature Extraction (Agilent Technologies). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible on 17 november 2022 through GEO Series accession number GSE214533 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214533 20 October 2022). Statistical analyses were performed with GeneSpring GX software v11.5 (Agilent Technology, Santa Clara, CA, USA). Differentially expressed genes were identified by a one-way ANOVA test followed by a Tukey multiple-comparison (with a Benjamini FWER correction) test, with a *p*-value < 0.05 and an absolute fold change (|FC|) > 2. For 2-by-2 comparisons, a *t*-test with a *p*-value < 0.05 and an absolute fold change (|FC|) > 2 was done. Clustering analysis was performed using Cluster 3.0 and TreeView 1.6 (Java Treeview) using uncentered correlation and complete linkage.

### 4.3. Bioinformatic Analysis

Gene annotation was based on gene ontology and enrichment for specific biological functions was determined using the FuncAssociate 2.0 program (FuncAssociate: The Gene Set Functionator [48]). For interpretation of transcriptomic data, we performed a STRING protein–protein interaction (string-db.org). Gene set enrichment analysis (GSEA, Gene Set Enrichment Analysis) was used to check whether an a priori defined set of genes shows statistically significant, concordant differences between two biological states. GSEA was performed by using the Java tool developed at the Broad Institute (Cambridge, MA, USA). Unsupervised GSEA was performed with the whole C2 collection of curated gene sets from the molecular signatures database (MSigDB). The enrichment score (ES) was determined after 1000 permutations, as previously described [49,50].

### 4.4. GBM Tumor from Patients

Human GBM samples were collected from the neurosurgery department of the CHRU in Nancy. All patients gave informed consent (Collection reference n°DC-2019-3739). Patients’ characteristics are listed in Table S8. Six GBM patient samples were fragmented and treated for 72 h by DMSO 0.01% as vehicle or 1 µM G-1. After G-1 exposure, RNA extraction and RT-qPCR analyses were performed on each fragment from each patient tumor.

### 4.5. RT-qPCR

Total RNA was extracted from the cell and human tumor samples using the E.Z.N.A HP total RNA kit (Omega Biotek, Norcross, GA, USA), following the manufacturer’s instructions. Reverse transcription of 500 ng total RNA was performed according to the iScript Reverse Transcription Supermix for RT-qPCR kit (BioRad, Hercules, CA, USA). Real-time PCR analyses were performed using iTaq Universal SYBR Green Supermix (BioRad, Hercules, CA, USA) with CFX96 Real Time PCR Detection System and software (Biorad, Hercules, CA, USA). The primers used are listed in Table S9. Assays were performed at least in triplicate, and the mean values were used to calculate the expression levels, using the Starting Quantity (SQ) method, referring to the U6 housekeeping gene expression. When treatments were performed, the variation in expression was reported as treated/DMSO 0.01%-treated cells (vehicle).

### 4.6. Animal Xenograft Model and Treatments

Eight immunodeficient female mice (NMRI-nu, Janvier Labs, Le Genest-Saint-Isle, France) xenografted heterotopically with U87MG cells were used within the agreement of the French Minister of Research (agreement n°APAFiS #35594). U87MG cells were re-suspended in Hanks’ Balanced Salt Solution (Sigma Aldrich Life science ref H8264). The cells (2 × 10^6^ cells/100 μL) were injected subcutaneously into the right flank of 6-week-old nude mice. For tumor induction, mice were anesthetized by intraperitoneal injection (4 μL/g of weight) of a solution mixture of xylazine/ketamine (90 and 8 mg/kg, respectively). Tumor size was monitored every 2 days by measuring two dimensions (length and width) with a caliper and the volume was estimated by calculating the length × width^2^. Tumor growth was normalized by taking tumor volume at the start of treatment as a reference. When tumors reached an average volume of 150 ± 40 mm^3^, animals were randomly divided according to their tumoral volume into 2 groups. As the tumor volume of one mouse never reached this threshold, only 7 mice were treated. Two treatment groups were assigned: animals received G-1′s vehicle (*n* = 3) or G-1 molecule (*n* = 4) by intraperitoneal injection. For this, G-1 was diluted in 10% ethanol to a final concentration of 0.5 mg/mL. The treatment was performed every 2 days during 2 weeks of treatment (with a wash-out of 2 days during the weekend). Treatments were injected with a fixed volume of 300 µL. When the heterotopic tumor volume reached 1500 mm^3^ (endpoint criterion), the mice were sacrificed, and the tumors were harvested for further analyses.

### 4.7. Immunohistochemistry and Hematoxylin and Eosin (H&E) Staining

Formalin-fixed tumor tissues were embedded in paraffin and cut into 5 µM sections. The tissue sections were stained with H&E using standard procedures. For immunohistochemical analysis, tissue sections were deparaffinized in toluene and rehydrated through graded alcohols. Antigen retrieval was performed by heating the slides in sodium citrate buffer (pH 6.0). Ki-67 staining was performed using rabbit anti-Ki-67 antibody (Ab16667, Abcam, Cambridge, UK) with 1:1500 dilution at 4 °C overnight. Slides were then treated with 6% H_2_O_2_ for 20 min to quench endogenous peroxidase activity. Sections were then washed with PBST and incubated with simple stain mouse max PO ^®^ anti-rabbit (414341F, Nichirei, Tokyo, Japan) antibodies at 37 °C for 20 min. The number of Ki-67-positive cells was quantified automatically using the QuPath (v.02.3) software.

### 4.8. Connectivity Map

The clue.io platform (https://clue.io/query 20 October 2022) was used to compare the G-1 (1 µM, 72 h) signature to the collection of hundreds-of-thousands of L1000 gene-expression profiles from cells exposed to reference perturbagens, available in the public LINCS Connectivity Map (CMap) resource [51]. Perturbagens with the highest similarity with G-1 signature were identified based on the CMap connectivity score (tau). Only perturbagens with Tau of +90 or higher were selected in our study.

### 4.9. Statistical Analysis

Results are expressed as the means ± SD (standard deviation). Normal distribution of the data were evaluated by a Shapiro–Wilk test. Statistical significance was evaluated by Students’s *t*-test for two-by-two comparison for unpaired data and by a Wilcoxon test for paired data. Multiple comparisons were done using one-way analysis of variance (ANOVA). Standard deviations (SD) were indicated on the figures, as advocated by Altman and Bland [52]. The number of independent experiments performed was indicated as n in each figure legend.

## Figures and Tables

**Figure 1:**
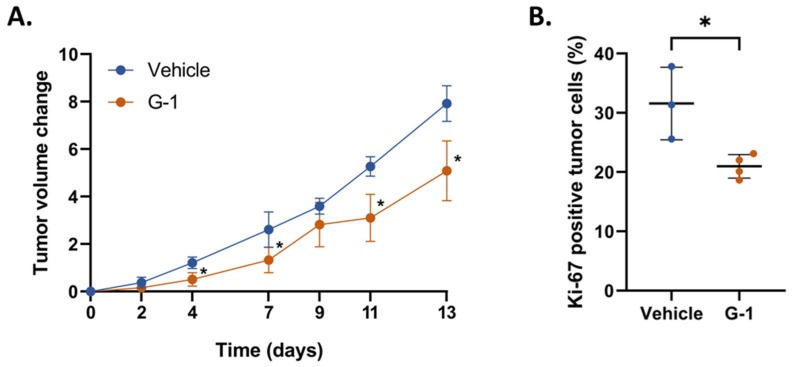
G-1 significantly decreases tumor growth in nude mice. (**A**) U87MG cells were subcutaneously injected into nude mice. Tumor volume change (TVC: for each mouse, the difference between tumor volume at each point of the experiment and tumor volume at the time of animal randomization) was measured during 2 weeks of treatment every 2 days. (**B**) Quantification of Ki-67-positive cells in tumors of the vehicle or G-1-treated mice. The data are presented as the mean ± SD. Significance level was determined using *t*-tests, with * indicating *p* < 0.05. Vehicle, *n* = 3; and G-1, *n* = 4.

**Figure 2:**
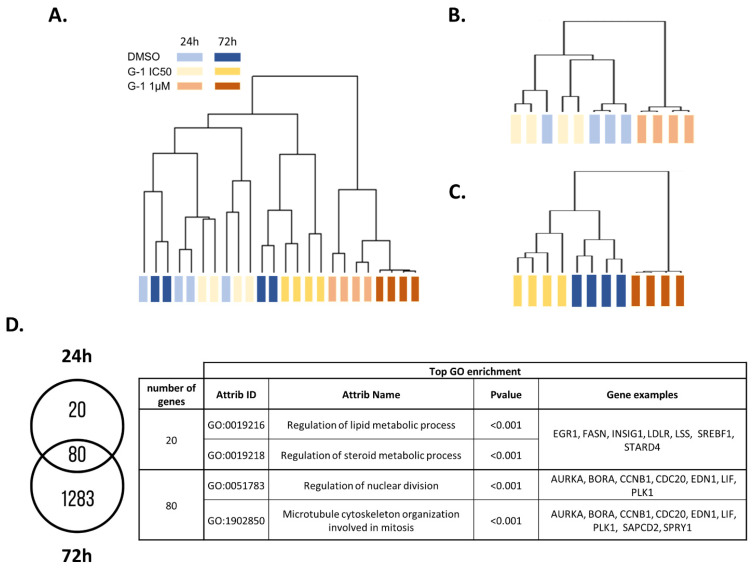
Transcriptomic profile of U251 cells exposed to G-1 in a dose- and time-dependent manner. (**A**) Hierarchical clustering of U251 GBM cells depending on the gene transcription between DMSO 0.01% (vehicle), G-1 IC50 (644.8 nM), and G-1 1 µM at 24 h and 72 h of treatment. (**B**) Hierarchical clustering at 24 h and (**C**) 72 h after DMSO 0.01%, G-1 IC50, and G-1 1 µM exposure. (**D**) Venn diagram of the corresponding differentially expressed genes after G-1 exposure at 24 h and 72 h. The corresponding top GO enrichments and genes associated are summarized in the table.

**Figure 3:**
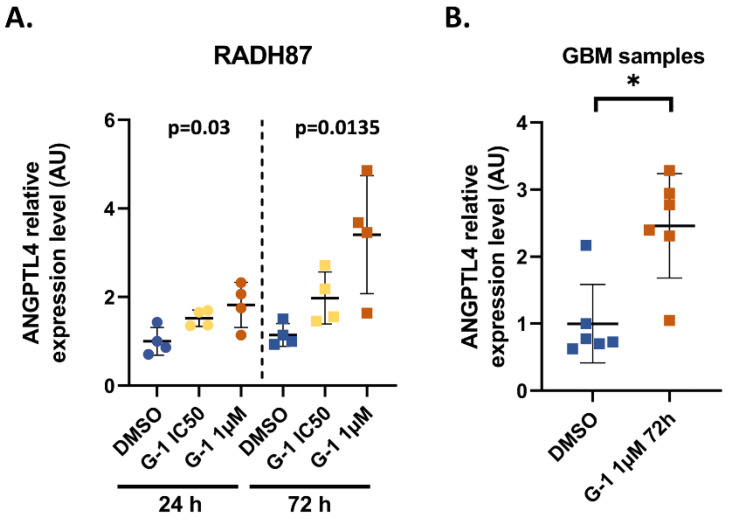
ANGPTL4 is a marker of G-1 exposure. (**A**) Expression level of *ANGPTL4* determined by RT-qPCR in RADH87 primary GBM cells after exposure to DMSO 0.01% (vehicle) or G-1 IC50 (562.5 nM)/1 µM for 24 h and 72 h; *n* = 4. (**B**) Expression level of *ANGPTL4* in 6 GBM patient samples after exposure to vehicle or G-1 1 µM after 72 h. Data are presented as the mean ± SD. Significance level was determined using ANOVA for RADH87 and by Wilcoxon tests in patient samples, where * indicates *p* < 0.05.

**Figure 4:**
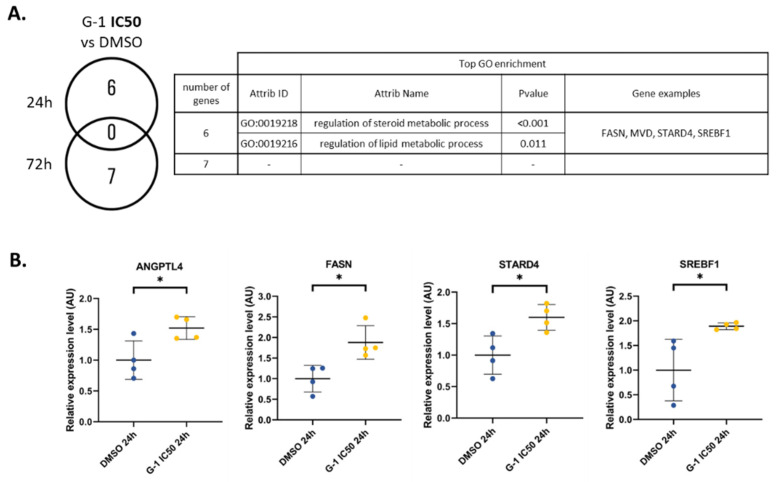
Dual effect of G-1 altering lipid metabolism and nuclear division pathways. (**A**) Number of vehicle versus G-1 IC50 (644.8 nM) DEGs and table of associated functions at 24 h and 72 h. (**B**) RT-qPCR analysis of the *FASN*, *STARD4*, *ANGPTL4*, and *SREBF1* expressions in the RADH87 primary GBM cell line after 24 h of G-1 IC50 (562.5 nM) exposure. Data are presented as the mean ± SD. Significance level was determined using *t*-tests, where * indicates *p* < 0.05; *n* = 4.

**Figure 5:**
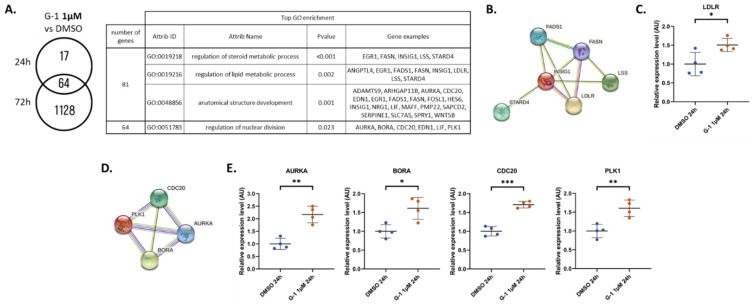
(**A**) Number of vehicle versus G-1 1 µM DEGs and table of associated functions at 24 h and 72 h. (**B**) Protein–protein interactions from the STRING interaction database. Among the 17 DEGs selected after 24 h exposure to G-1 1 µM, the cluster FADS1, FASN, LSS, LDLR, INSIG1, and STARD4 was identified. (**C**) RT-qPCR analysis of *LDLR* expression in the RADH87 primary GBM cell line after 24 h of G-1 1 µM exposure (**D**) Protein–protein interactions from the STRING interaction database. Among the 64 common DEGs selected after 24 h and 72 h exposure to G-1 1 µM, the cluster CDC20, PLK1, AURKA, and BORA was identified. (**E**) RT-qPCR analysis of *PLK1*, *BORA*, *AURKA*, and *CDC20* expressions in the RADH87 primary GBM cell line after 24 h of G-1 1 µM exposure. Data are presented as the mean ± SD. Significance level was determined using *t*-tests, where *** indicates *p* < 0.001, ** indicates *p* < 0.01, and * indicates *p* < 0.05; *n* = 4.

**Figure 6:**
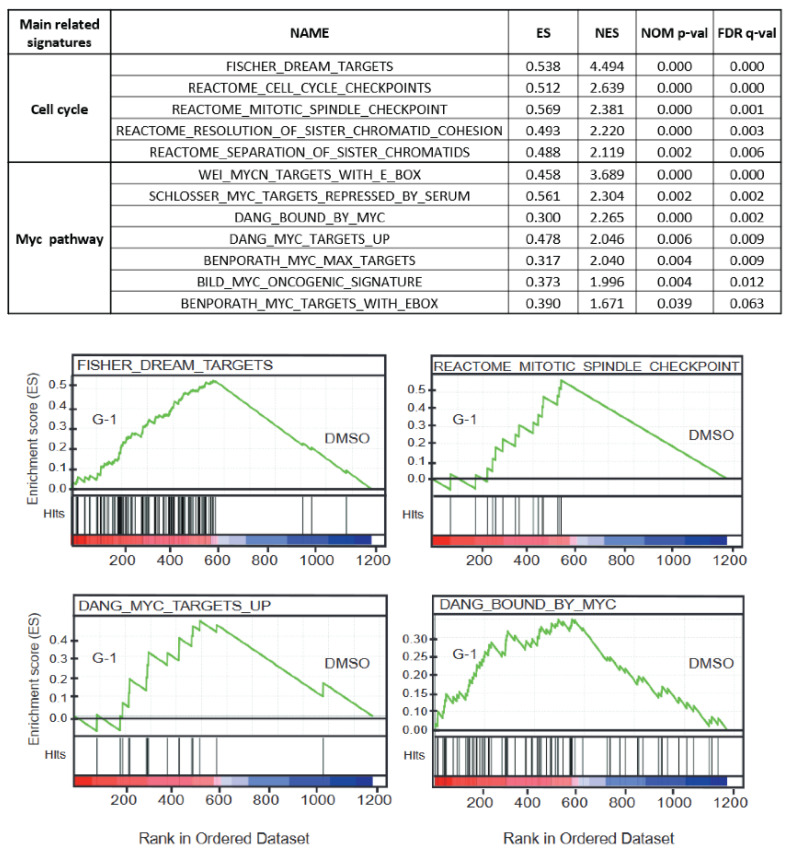
GSEA signature enrichment of G-1 is mainly related to the cell cycle and Myc pathways. GSEA analysis using the gene expression profile of U251 cells exposed to 1 µM of G-1 for 72 h showed significant positive enrichment for gene sets that are linked to mitotic spindle and chromatid separation and gene sets related to Myc pathway signatures.

**Table 1:** The molecular signature of G-1 resembles to that of microtubule-targeting agents. The Cmap approach was used, allowing identification of the top molecules (tau > 90) whose molecular signatures are close to those of G-1 after 72 h of treatment with 1 µM of the U251 cell line.

Id	median_tau_score	Name	Belongs to
BRD-K91145395	98.86	prostratin	PKC activator
BRD-K12539581	98.48	nocodazole	tubulin inhibitor
BRD-K86003836	98.31	flubendazole	tubulin inhibitor
BRD-K10916986	98.31	vinorelbine	tubulin inhibitor
BRD-A76528577	98.10	vincristine	tubulin inhibitor
BRD-K77987382	97.63	mebendazole	tubulin inhibitor
BRD-K37456065	97.37	VU-0365114-2	M5 modulator
BRD-K91623615	97.33	ABT-751	tubulin inhibitor
BRD-K94325918	96.28	kinetin-riboside	antiproliferative and apoptosis inhibitor
BRD-A54927599	96.17	KF-38789	P-selectin-mediated cell adhesion inhibitor
BRD-K35687265	95.98	ON-01910	PLK inhibitor
BRD-A55594068	95.91	vinblastine	tubulin inhibitor
BRD-K59753975	95.71	vindesine	tubulin inhibitor
BRD-K36055864	94.89	cycloheximide	protein synthesis inhibitor
BRD-K01976263	94.67	emetine	Wnt/β-catenin inhibitor
BRD-A52650764	94.47	ingenol	PKC activator
BRD-K99498722	91.02	NPI-2358	tubulin inhibitor

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible on 17 november 2022 through GEO Series accession number GSE214533 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214533 20 October 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232214309/s1.

# Supplementary material for: Molecular Characterization of the Dual Effect of the GPER Agonist G-1 in Glioblastoma
**Source:** Int J Mol Sci. 2022 Nov 18;23(22):14309. doi: 10.3390/ijms232214309
**Supplement:** Supplementary file 1

**Supplementary Materials:**

To assess the IC<sub>50</sub> of G-1, GBM cells were seeded in 96-well plates in complete medium for 24h and then deprived from steroid hormones for another 24h in 10% charcoal-stripped FBS medium. Thereafter, cells were exposed for 72h to a range of 1nM to 10μM G-1 and the number of metabolically active cells was assessed by MTT assay. IC<sub>50</sub> was calculated using GraphPad Prism 8.

How the deposited data were processed for this re-analysis (not part of the article)

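Gene expression of U251 cells was measured with 1-colour Agilent microarrays in 6 groups of 4 replicates: DMSO, G-1 IC50 (644.8 nM) and G-1 1 µM (1000 nM), each for 24 h and 72 h. For each of the 24 arrays, the authors deposited the intensity values that Feature Extraction wrote per spot, which it had background-subtracted and detrended on each array, without normalization between arrays, together with 0 or 1 flags for spots well above background, saturated or not uniform. The authors also deposited a table of log2 values per probe. Compared with the intensities, this table matched log2 intensities shifted to the 75th percentile of each array and then centred on the median of the probe over the 24 arrays. Over 58256 probes, the median difference from these values was 0.0014 log2 and the largest 0.0058 log2. The paper's text does not name this normalization.

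Each array held 60901 spots for RNA, with 58201 distinct probes, of which 300 were spotted more than once. Of the probes, 35956 were named by a RefSeq accession, and 35032 were matched to 24847 gene symbols through the RefSeq gene table. The other 23169 probes had no symbol and were counted under their own identifiers. For the main values, spots marked as outliers were left out, the log2 intensities of the spots of 1 probe were averaged, and the 75th percentile of each array was subtracted. Probes without a value on at least 1 array (83) were dropped, which left 58118. Of these, the 22970 that were well above background on all 4 arrays of at least 1 group were tested, and 19133 were well above background on all 24 arrays. Replicates of a group had correlations between 0.990 and 0.996 over the tested probes, with an SD of the difference between 0.262 and 0.409 log2.

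The arrays lay on 3 slides of 8, in 2 scanning sessions. All G-1 1 µM arrays were on the third slide in the second session. The median local background was between 44 and 48 in the first session and between 48 and 58 in the second, and the lowest signal well above background was between 13.0 and 16.6 and between 16.1 and 24.8. Comparisons of G-1 IC50 with DMSO could be fitted with the slide as a block, and the interaction of G-1 1 µM with duration holds no constant offset between sessions. One entry of the sample labels gave the other duration for G-1 IC50 24 h and G-1 1 µM 72 h. The titles, which follow the paper's design, were used. The labels also give another DMSO concentration than the paper.

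One linear model with the 6 group means was fitted to all 24 arrays with limma 3.58.1 in R 4.3.3, with moderated variances. Each dose was compared with DMSO at each duration, and the doses with each other. The interaction of each dose with duration was tested, and F tests covered the 4 comparisons with DMSO and the 2 of each duration. P values were adjusted with the Benjamini-Hochberg method over the 22970 probes. A gene was called at an adjusted p under 0.05 and an absolute fold change above 2 for at least 1 of its probes, with the direction of its strongest called probe. A named gene was represented by its brightest probe, and other probes are given where they differ. A fold change against a group with no array above background is given as a lower bound against the lowest detected signal. Exact permutation tests of 4 arrays against 4 were two-sided. Genes were named when the paper names them or lists them in Tables S4 or S5, and those that led a comparison by fold change were added after their values were seen. The DEGs were clustered with uncentered correlation and complete linkage, as the methods name them.

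Lists of 12 gene groups were written from general knowledge: sterol synthesis and uptake, fatty acid synthesis, mitotic spindle checkpoint, sister chromatid separation, MYC targets, tubulin genes, and targets of PPAR, HIF, the glucocorticoid receptor, TGF-beta, ERK and ATF4. They were tested with camera at an inter-gene correlation of 0.01, adjusted over 48 tests, and again with an estimated correlation and with fry. The collection of gene sets that the paper used could not be repeated.

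The alternatives chosen before the data were examined were quantile normalization, the 50th percentile, normexp background correction with an offset of 50, no filter on dim probes, only probes well above background on all 24 arrays, the deposited log2 table, fits on the arrays of each comparison alone, an intensity trend in the prior variance, the replicate number or the slide as a block, the tests that the methods name, no fold change threshold, the brightest probe of each gene, other settings of the clustering and of the lists, and each array left out in turn. The normexp correction used the median signal of each spot in place of the mean, which the spot tables lack. Genes with a symbol only, and the replicate number as a block within each duration, were added later.

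Whether arrays with the same replicate number belong together was tested by the correlation of their deviations from the group means. All 4 pairs were above 0.1 for DMSO and G-1 1 µM at 24 h (0.166 to 0.281) and for G-1 IC50 and G-1 1 µM at 24 h (0.202 to 0.308). They were not for DMSO and G-1 IC50 at 24 h (-0.113 to 0.394) or 72 h (0.053 to 0.485), or for DMSO and G-1 1 µM at 72 h (0.024 to 0.101). On average, same-numbered arrays of DMSO and G-1 IC50 were still closer than others, with 0.171 against -0.058 at 24 h and 0.305 against -0.101 at 72 h. By the limit set for every pair, the main model has no pairs. It may therefore miss changes at G-1 IC50 that the fits with the replicate number as a block call.

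The procedure was tested on simulated data. Of 200 genes changed among 17927, between 88% and 97% were called in each comparison, with between 0 and 3 unchanged genes called. All 12 lists were called when shifted by 0.3 log2 and 0 when not shifted, and 0 genes were called when nothing was changed. The simulated noise was independent between probes and held no effect of slide, session or replicate number. In the real data, the correlation between genes was estimated at 0.657 for the sterol list. The simulation therefore does not show how often lists of correlated genes are called falsely. Tables were made with data.table 1.17.8 in R and with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9.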

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

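The counts of splits of the arrays, the regroupings of residuals, the tests on spike-in controls, on the other probes of genes called lower, on the genes called higher and lower apart, and on a session offset in lists and single genes at 72 h, were chosen after the results were seen.

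One array stood far from the other 3 of its group in 14 of 228 groups of 4 arrays (6.14%), over 38 named genes, where chance sets about 1 in 20 groups apart. The gap to the nearest array took most of the range of the group. In DMSO 24 h, this was 0.918 of the range for *STARD4* (replicate 3), 0.864 for *CELA1*, 0.947 for *ITGB3* and 0.903 for *SNORD46* (all replicate 2), 0.879 for *CSF2* (replicate 4) and 0.840 for *SLC47A2* (replicate 1). In DMSO 72 h, replicate 3 stood apart for *FASN* (0.938), *ACSBG1* (0.926) and *CDC20* (0.963). In G-1 IC50 24 h, it was 0.954 for *ACSBG1* (replicate 4) and 0.838 for *RGS16* (replicate 1). In G-1 1 µM, it was 0.830 for *HPCA* (24 h, replicate 4), 0.919 for *FAM8A1* (24 h, replicate 3) and 0.894 for *PDK4* (72 h, replicate 1). The replicates of a group do not differ in treatment, but those of DMSO and G-1 IC50 are spread over slides 1 and 2. In DMSO 24 h, replicate 2 was the only array on slide 2, and it stood apart for *CELA1*, *ITGB3* and *SNORD46*. For these genes, a difference between the slides stays open. Every other array named here shared its slide with another array of its group. No technical explanation was tested for these single arrays.

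The change at G-1 1 µM differed between 72 h and 24 h for 1303 genes, between 1142 and 1409 with each array left out in turn, and 338 with normexp background correction. A constant offset between the scanning sessions cancels in this difference. Of 100 groupings of the arrays within each duration, 3 called as many genes, the real one included. These groupings turn the effect of treatment itself into a difference between the durations, so they decide nothing. When the residuals of a fit without this difference were regrouped over the 16 arrays, 1 of 100 regroupings called as many genes, the real one, and the next called 2, which excludes chance. An offset that differs between the durations on the third slide was not tested, and duration of treatment stays open as a biological explanation.

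Among named genes, the log2 difference between 72 h and 24 h at G-1 1 µM was 2.62 for *ANGPTL4*, -1.58 for *SREBF1*, -1.04 for *FASN*, -2.35 for *ACSBG1*, 1.41 for *MGLL*, -0.78 for *FADS1*, -0.83 for *GPER1*, -1.14 for *LY9*, -2.82 for *CELA1*, -2.10 for *DHRS3*, -2.19 for *TF*, 1.05 for *PDK4*, 4.80 for *MMP1*, 3.04 for *CSF2*, -4.19 for *GLDN* and -3.51 for *SLC47A2*. For genes without detected signal in 1 of the groups, these are fitted values and no bounds. The call of *LY9* was lost in 6 of 16 fits with 1 array left out, with an adjusted p of up to 0.0718, and it fell to -0.96 without DMSO 24 h replicate 1. For *LY9* and *PDK4* the call was also lost with normexp background correction. These are values of the brightest probe. The other probes gave 1.50 for *MGLL* (adjusted p = 6.2e-06), -0.29 for *SREBF1*, which was not significant (adjusted p = 0.223), and -0.74, -0.83 and 0.46 for *GPER1*, the last not significant (adjusted p = 0.448). The difference of *SREBF1* thus rests on its brighter probe. The other probes of *ACSBG1* and *LY9* were too dim to be tested. At G-1 IC50, *SREBF1* differed between the durations by -0.85 (adjusted p = 0.0162) by its brighter probe, and it kept this call with the replicate number or the slide as a block.

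Between the durations at G-1 1 µM, the median difference was -0.64 for the fatty acid synthesis list, 0.39 for the MYC targets, 0.57 for the TGF-beta targets and 0.73 for the ERK targets, all past the threshold with camera and fry and none with an estimated correlation between genes. Of 100 groupings of the treatments within each duration, 5 gave a median as large for the fatty acid list, 17 for the MYC targets, 6 for the TGF-beta targets and 37 for the ERK targets, which decides nothing for the reason given above. With the residuals regrouped over the 16 arrays, only the real one, 1 of 100, gave as large a median for each of the 4 lists, which excludes chance.

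Several lists that the paper does not discuss changed at G-1 IC50. At 24 h, the tubulin genes had a median log2 fold change of -0.30 (0 of 10 higher; camera, adjusted p = 1.4e-17), the PPAR targets without *ANGPTL4* 0.35 (8 of 8 higher; adjusted p = 2.4e-15) and the ATF4 targets 0.30 (14 of 16 higher; adjusted p = 2.1e-15). At 72 h, the PPAR targets had a median of 0.45 (7 of 8 higher; adjusted p = 7.4e-15). All 4 held under fry and with an estimated correlation. Adjusted over the list alone, 8 tubulin genes, 6 PPAR targets and 10 ATF4 targets were significant at 24 h and 5 PPAR targets at 72 h. Over all genes, the counts were 3, 2, 3 and 4. Only 8 of the 13 listed PPAR targets were measured, and 3 of the ATF4 targets are named or listed by the paper. Of the 35 splits of the 8 arrays, 1 gave as large a median for the tubulin genes and for the PPAR targets at both durations, and 2 did for the ATF4 targets at 24 h. A share of 1 in 35 is the smallest possible and is not adjusted over the 48 tests, so the splits alone do not exclude chance. These comparisons lie on slides 1 and 2, not across the scanning sessions, and dose stays open as a biological explanation.

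After 24 h of G-1 1 µM, the median was -0.33 for the tubulin genes (1 of 10 higher; camera, adjusted p = 3.5e-05), 0.43 for the HIF targets (12 of 13; adjusted p = 0.0081), 0.36 for the TGF-beta targets (8 of 9; adjusted p = 0.0462), 1.097 for the ERK targets (16 of 17; adjusted p = 9.1e-10) and 0.52 for the ATF4 targets (14 of 16; adjusted p = 1.1e-05). After 72 h, it was 0.54 for the HIF targets (13 of 13; adjusted p = 0.0285), 0.57 for the TGF-beta targets (9 of 9; adjusted p = 0.0069), 1.75 for the ERK targets (17 of 17; adjusted p = 3.9e-08) and 1.06 for the ATF4 targets (12 of 16; adjusted p = 0.0016). All held under fry, and with an estimated correlation only the ERK targets at 24 h did. The TGF-beta targets at 24 h lost their call without DMSO 24 h replicate 3 (0.28) or 4 (0.27) and without G-1 1 µM 24 h replicate 1 (0.35) or 2 (0.28). The HIF targets at 72 h lost theirs without DMSO 72 h replicate 3 (0.50) or 4 (0.49). Of the 17 ERK targets, 6 are named or listed by the paper, and 1 of the TGF-beta targets is.

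For these lists at 24 h, 1 of 35 splits gave as large a median for the tubulin, ERK and ATF4 lists, 3 did for the HIF targets and 2 for the TGF-beta targets. Among the 8 splits that part all 4 pairs of the same replicate number, 1, the real one, gave as large a median for each of these 5 lists, but a share under 0.05 cannot be had from 8. At 72 h, 1 of 35 did for the HIF, TGF-beta, ERK and ATF4 lists. This share is the smallest that 35 splits allow and is not adjusted over the 48 tests. At neither duration do the splits alone exclude chance. A constant offset between the scanning sessions cancels in the difference between the durations. It is excluded as the whole cause at 72 h for the ERK targets, whose median differed by 0.73, and the TGF-beta targets, by 0.57, both called by camera and fry. Camera did not call this difference for the HIF targets (0.17) or the ATF4 targets (0.30; adjusted p = 0.103), and fry called it for the ATF4 targets (adjusted p = 0.0256), of which 10 were significant adjusted over the list alone and 8 over all genes. For both lists at 72 h, and for the lists at 24 h, treatment and session cannot be told apart, since no DMSO array shared that session.

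Single genes outside those the paper discusses led some comparisons and were picked after their values were seen. At G-1 IC50 24 h, *TF* rose by 1.72 (adjusted p = 6.9e-04) and *IDI2-AS1* by 1.69, at least 1.41-fold higher. The call of *IDI2-AS1* was lost in 7 of 8 fits without 1 array, down to 1.46 without DMSO 24 h replicate 4. At G-1 IC50 72 h, *PDK4* rose by 1.82 (adjusted p = 1.5e-04) and *PLEKHS1* by 1.63 (adjusted p = 1.5e-04), and *SFRP4* changed by -2.17 (adjusted p = 0.0016), at least 1.91-fold lower. *SFRP4* lost its call with normexp background correction and with its own arrays fitted. Slide 1 and slide 2 hold arrays of both groups in these comparisons. Other technical explanations were not tested for single genes, and dose stays open.

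*HPCA* had a fitted change of 2.03 at G-1 1 µM 24 h, where 1 of 4 treated and 0 of 4 DMSO arrays were well above background, so no fold is given for it. In the same comparison, *S100A5* changed by -2.96 (at least 3.95-fold lower), *FAM8A1* by -2.25 (at least 1.55-fold lower) and *MGC70870* by -2.23 (at least 1.50-fold lower). With normexp background correction, *FAM8A1* and *MGC70870* were not significant. *MMP1* changed by 4.97 at G-1 1 µM 72 h (at least 14.8-fold higher) and *SLC47A2* by -4.16 (at least 4.41-fold lower). *GPER1*, which encodes the receptor of G-1, changed by -0.80 at G-1 1 µM 72 h (adjusted p = 4.4e-07) by its brightest probe, and by -0.63, -0.66 and 0.39 by its other 3 probes, the last not significant. A constant session offset is excluded as the whole cause for *GPER1* and *SLC47A2* at 72 h, whose differences between the durations, -0.83 and -3.51, are free of it. *SLC47A2* changed by -0.66 at 24 h, where 3 of 4 DMSO and 2 of 4 treated arrays were well above background. *MMP1* changed by 0.17 at 24 h, but 1 of 4 arrays was above background in each of those groups, and a signal this close to the background excludes nothing. For *MMP1* and for the genes at 24 h, treatment and session cannot be told apart, since no DMSO array shared that session.

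With the group as a covariate, 153 genes differed between slide 1 and slide 2 past the fold change threshold, and 2508 probes at an adjusted p under 0.05. Of 100 groupings of the slides within the groups, 1 called as many, so chance can be excluded. Slides thus differ by more than the replicates do, and a difference of this kind may also lie between slide 3 and the others. No biological explanation was tested, since the groups are spread over both slides.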

How the results depend on the processing

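The alternatives with genes that have a symbol only, with the replicate number as a block within each duration, and with a block for the difference between the durations at G-1 IC50, were chosen after the results were seen. All 327 results were recomputed, of which 22 answer a comparison and 305 are single genes and lists. For the 22, alternatives other than leaving out an array kept the direction and the side of the threshold, or a count within 1.5 times, in 246 cases. A value or count moved in 56, a call was lost in 5 and gained in 1. For the others, 3093 were unchanged in this sense, 96 lost a call, 100 gained one, 60 moved and 5 turned around. The cause was not tested for any change below, except where fewer probes or genes were tested or a threshold was dropped.

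With normexp background correction, the DEGs were 4 (24 h) and 3 (72 h) at G-1 IC50, 71 and 878 at G-1 1 µM, 120 and 844 for G-1 1 µM against G-1 IC50, 338 for the interaction, and 896, 74 and 879 over both durations, at 24 h and at 72 h. The share of 24 h DEGs also called at 72 h was 77.0%, and 56 genes were shared at G-1 1 µM. *ANGPTL4* at G-1 IC50 24 h was 1.29, no longer significant. Against G-1 IC50 at 24 h, G-1 1 µM turned to 0.24 for *IDI2-AS1* and 0.33 for *SFRP4*.

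Without a filter on dim probes, the DEGs were 1798 and 4301 at G-1 1 µM, 2942 and 5122 against G-1 IC50, and 5371, 1802 and 4379 in the F tests, with a share of 37.4% and 671 shared genes. The fatty acid median at G-1 IC50 72 h turned to -0.012. With only the probes well above background on all 24 arrays, they were 10 at G-1 IC50 72 h, 190 and 1696 at G-1 1 µM, 207 and 1591 against G-1 IC50, 776 for the interaction, and 1753, 195 and 1699 in the F tests, with 139 shared. Fewer probes were tested there.

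Without a fold change threshold, the DEGs were 38 and 146 at G-1 IC50, 6199 and 12380 at G-1 1 µM, 5529 and 12220 against G-1 IC50, 6177 for the interaction, and 12834, 5800 and 12502 in the F tests, with a share of 88.9% and 5262 shared. With genes that have a symbol only, they were 317 at G-1 1 µM 24 h, 284 against G-1 IC50 24 h and 310 over both doses at 24 h, with 226 shared.

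The methods' test without adjustment called 20 and 38 genes at G-1 IC50. With Benjamini-Hochberg adjustment it called 0 and 4, with 362 at G-1 1 µM 24 h, 352 against G-1 IC50 24 h and 255 shared. With only their own arrays fitted, 2 genes were called at G-1 IC50 24 h, and *ANGPTL4* (3.85) was not significant there. With the 50th percentile, the spindle checkpoint median at G-1 IC50 24 h turned to 0.0065 and the tubulin median at G-1 IC50 72 h to 0.0070. Centred on the DMSO mean, 0 of the G-1 1 µM arrays were in the smaller branch.

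With an estimated correlation between genes, camera no longer called the spindle checkpoint (0.62) and MYC lists (0.68) at G-1 1 µM 72 h or the sterol list at G-1 1 µM 24 h (0.56). Fry called the sister chromatid list at G-1 1 µM 72 h (0.21). With the replicate number as a block, 13 and 29 genes were called at G-1 IC50, 610 and 2871 at G-1 1 µM and 1325 for the interaction. With the block within each duration, the counts were 13, 28, 615, 2872 and 1334. For the difference between the durations at G-1 IC50, 0 genes were called without a block, 5 with the replicate number, 8 with it within each duration and 2 with the slide. With the slide as a block, 9 and 22 were called at G-1 IC50 and 1363 for the interaction. As a random block, the slide left 572 and 2846 at G-1 1 µM.

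With each array left out in turn, the 22 results kept their side of the threshold in every fit, with 249 values unchanged and 4 moved. The DEGs went from 4 to 11 at G-1 IC50 24 h and from 18 to 22 at 72 h, from 543 to 687 and from 2836 to 2978 at G-1 1 µM, and from 530 to 658 and from 2580 to 2963 for G-1 1 µM against G-1 IC50. They went from 1142 to 1409 for the interaction, from 3012 to 3141 over both durations, from 510 to 658 at 24 h and from 2853 to 2987 at 72 h. The count of 4 was found without G-1 IC50 24 h replicate 3 and that of 6 without DMSO 24 h replicate 4. The share of 24 h DEGs also called at 72 h went from 66.7% to 72.9%, the shared genes from 373 to 478, and the G-1 1 µM arrays in the smaller branch from 7 to 8.

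Among the log2 fold changes, *ANGPTL4* went from 3.48 to 4.21 and from 5.78 to 6.37 at G-1 IC50, and from 4.87 to 5.53 and from 7.56 to 8.15 at G-1 1 µM. The sterol list went from 0.40 to 0.57 at G-1 IC50 24 h and from 0.47 to 0.65 at G-1 1 µM 24 h. At 72 h and 1 µM, the spindle checkpoint list went from 0.60 to 0.72, the sister chromatid list from 0.18 to 0.24 and the MYC list from 0.65 to 0.71. For the other results, 2577 values were unchanged, 83 lost a call, 35 gained one and 92 moved.

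The filter on signal above background bounds what can be said of dim genes. Many genes called lower have no signal above background after treatment, so their fold changes are bounds. The normexp correction could not be run on mean signals and used medians.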

Differences from the paper's values

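No test in this part was chosen to close a gap after the values were seen, apart from the block within each duration named for *MVD*. The counts of genes with a symbol were also added later. In the comparisons that follow, a count lies within range when neither value exceeds the other by more than 1.5 times. The paper's tables list genes by symbol. Counting only genes with a symbol, 2192 were called over both durations and 9 at G-1 IC50 24 h, and 858 were higher at G-1 1 µM 72 h. These came within range of the paper's counts, and the other counts of genes with a symbol did not.

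Over both durations, the paper gives 1653 deregulated genes and 3047 were called here. Among the alternatives set before the data were examined, the count came within range with only the probes well above background on all 24 arrays (1753) and with no other alternative. At 24 h over both doses, the paper gives 100 DEGs and 590 were called here, within range with normexp background correction (74) and with no other alternative. At 72 h over both doses, the paper gives 1363 and 2876 were called here, within range with only the probes well above background on all 24 arrays (1699) and with no other alternative. For the genes of 24 h only, the paper gives 20 and 168 were called here, within range with normexp background correction (17) and with no other alternative.

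At G-1 IC50 24 h, the paper gives 6 genes and 10 were called here. Among the alternatives set before the data were examined, the count came within range with quantile normalization (9), normexp background correction (4), no filter on dim probes (8), only the probes well above background on all 24 arrays (8) and the slide as a block (9), and in 6 of 8 fits with 1 array left out, but under no other alternative. At G-1 IC50 72 h, the paper gives 7 genes and 21 were called here, within range with only the probes well above background on all 24 arrays (10) and with no other alternative.

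At G-1 1 µM 24 h, the paper gives 81 genes and 601 were called here. Among the alternatives set before the data were examined, only normexp background correction (71) came within range. The paper gives 44 upregulated and 37 downregulated genes, and 131 were higher and 470 lower here, out of range under every alternative. For the genes shared by both durations at G-1 1 µM, the paper gives 64 and 428 were shared here, within range with normexp background correction (56) and with no other alternative. At G-1 1 µM 72 h, the paper gives 1192 genes and 2867 were called here, within range with normexp background correction (878) and with only the probes well above background on all 24 arrays (1696), and with no other alternative. The paper gives 585 upregulated and 607 downregulated genes at 72 h, and 1052 were higher and 1815 lower here. The former came within range with only the probes well above background on all 24 arrays (770) and the latter with normexp background correction (551). Neither did with another alternative set before the data were examined.

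For *MGLL* at G-1 IC50 72 h, the paper's Table S5 gives a log2 fold change of 1.01, and the brightest probe gave 0.75 here. For *PLK1* at G-1 1 µM 72 h, the paper's Table S7 gives 1.70, and the brightest probe gave 1.06. No alternative set before the data were examined brought either within its error. The dimmer probe of each gene gave 1.01 for *MGLL* and 1.70 for *PLK1*. The other 37 of 39 values of named genes in Tables S4 to S7 did not differ.

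Some statements on genes and branches also differ. The paper describes the branch of DMSO and G-1 IC50 as divided mainly by G-1 IC50 72 h, with G-1 IC50 24 h among the controls. Here, both parts of that branch held arrays of all 4 groups, and 3 of 4 G-1 IC50 72 h arrays lay in one part and 1 in the other. The counts per group in the parts are those of the first and the second slide, so the slides may account for this division. The paper states that *INSIG1*, *FASN*, *FADS1* and *LSS* were raised at 24 h and not at 72 h by G-1 1 µM. At 72 h, *INSIG1* (0.76) and *LSS* (0.54) were significantly higher here below the fold change threshold, and their difference between the durations was not significant.

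The paper lists *MVD* among the genes raised by G-1 IC50 at 24 h, and it was not called here (1.04, adjusted p = 0.281). It passed the test that the methods name without adjustment and with the replicate number as a block. It also passed with that block within each duration, which was chosen after seeing the values. It was called under no other alternative and with no array left out. *ANGPTL4* is absent from Table S4, and was called here at G-1 IC50 24 h (3.85). The paper names a gene set of sister chromatid separation as raised by G-1 1 µM at 72 h. The list tested here need not hold the genes of that set. It had a median of 0.21 and was called by fry and not by camera.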

Other observations

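The counts of splits of the arrays, the regroupings of residuals, the tests on spike-in controls, on the other probes of genes called lower, on the genes called higher and lower apart, and on a session offset in lists at 72 h, were chosen after the results were seen.

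For the numbers of DEGs, the 35 splits of the 8 arrays of each comparison were refitted. As many genes as for the real split were called by 2 of 35 splits for G-1 IC50 24 h, so chance cannot be excluded for its 10 genes. The other split called 94 genes, and like the real split it had 2 of the 3 arrays of slide 2 on 1 side. With the slide as a block, 9 genes were called. Only the real split, 1 of 35, called as many for G-1 IC50 72 h, for G-1 1 µM 24 h and 72 h, and for G-1 1 µM against G-1 IC50 at 24 h and 72 h. The most that another split called was 1, 12, 1, 3 and 30 genes in that order. For the F tests over both durations, at 24 h and at 72 h, 1 of 100 groupings called as many, and the next called 3, 2 and 900. Chance can be excluded for these counts. Among the 8 splits that part all 4 pairs of the same replicate number, 1 called as many for G-1 1 µM against DMSO and against G-1 IC50 at 24 h, and a share under 0.05 cannot be had from 8 splits.

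For the lists at G-1 IC50 24 h, 1 of 35 splits gave as large a median for the sterol synthesis and the fatty acid synthesis list, 4 did for the HIF targets (median 0.32; camera, adjusted p = 5.8e-08) and 8 for the ERK targets (0.12; adjusted p = 0.0218). At G-1 IC50 72 h, 4 did for the sterol list, 7 for the tubulin genes (-0.079; adjusted p = 0.0406), 10 for the HIF targets (0.21; adjusted p = 8.3e-05), 21 for the ERK targets (0.082; adjusted p = 0.0404) and 11 for the ATF4 targets (0.067; adjusted p = 0.0071). For the former pair of lists at 24 h, the share is the smallest that 35 splits allow and is not adjusted over the 48 tests. For the sterol list, another split came close, with 0.467 against 0.473. The splits alone thus do not exclude chance for this pair, and they leave it open for the other lists. None of the calls of these other lists held under fry or an estimated correlation. The call of the ERK targets was lost in 4 of 8 fits without 1 array at each duration, and that of the tubulin genes at 72 h in 4 of 8. The medians closest to 0 among these were 0.067 without G-1 IC50 24 h replicate 2, 0.0088 without G-1 IC50 72 h replicate 3 and -0.062 without DMSO 72 h replicate 3. With the 50th percentile, the tubulin median at 72 h was 0.0070.

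For the sterol list at G-1 1 µM 24 h, 2 of 35 splits gave as large a median, and 1 did for the fatty acid, spindle checkpoint and MYC lists. For the spindle checkpoint list, another split came close, with 0.418 against 0.431. These arrays pair by replicate number, and among the 8 splits that part all 4 pairs, 1, the real one, gave as large a median for the sterol, fatty acid, spindle checkpoint and MYC lists. A share under 0.05 cannot be had from 8 splits, and the shares of 35 ignore the pairs and are not adjusted over the 48 tests. The splits therefore leave chance open for all of these lists at 24 h. Camera called the sterol list also with the replicate number as a block. At 72 h, 1 of 35 splits gave as large a median for the sterol list (median 0.63, 22 of 23 higher; camera, adjusted p = 0.0064, held under fry and not with an estimated correlation). The share was the same for the spindle checkpoint, the sister chromatid and the MYC lists. It is the smallest that 35 splits allow and is not adjusted over the 48 tests, so it does not exclude chance by itself. A constant offset between the scanning sessions is excluded as the whole cause for the MYC targets at 72 h, whose median differed by 0.39 from that at 24 h. It is not for the sterol list (-0.050) and the spindle checkpoint list (0.20), which did not differ between the durations by camera. The sister chromatid list had a median of -0.067 at G-1 IC50 24 h, 0.033 at G-1 1 µM 24 h and -0.010 at G-1 IC50 72 h, where camera pointed up and fry down, none of them called. The MYC targets had a median of 0.0046 (mean -0.0031) at G-1 IC50 24 h and -0.066 at 72 h, neither called. That at 72 h was called without DMSO 72 h replicate 1 (-0.089) or G-1 IC50 72 h replicate 3 (-0.10).

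Whether a difference between the scanning sessions causes the calls at G-1 1 µM was tested through G-1 IC50, which was scanned with its DMSO arrays. Of the 608 probes called at G-1 1 µM 24 h, 52.5% had the same sign at G-1 IC50 72 h, against up to 63.7% in other splits of those arrays. It was 69.3% of the probes called higher (up to 89.8% in other splits) and 47.6% of those called lower (up to 62.0%). Of the 3131 probes called at G-1 1 µM 72 h, 53.9% had the same sign at G-1 IC50 24 h, against up to 70.6%. None of these shares stands out from the other splits, so treatment and session cannot be told apart by them. A constant offset between the sessions is excluded as the whole cause for the 65.8% of the probes called at 72 h whose change also differed from that at 24 h in the same direction, at an adjusted p under 0.05 and without a fold change threshold. With that threshold, 1122 of the 2867 genes called at 72 h (39.1%) were also called for the difference, 1120 of them in the same direction. A constant offset stays open for the others.

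Other tests bear on the scanner and the probes. The 7 spike-in controls well above background on all arrays were shifted on the third slide by at most 0.640 SD of the other 16 arrays, which argues against an offset of bright spots. Of the other 3 spike-in controls, which were left out of this test, 1 was above background on 13 arrays and shifted by 0.546 SD. The 2 spike-in controls below background on all arrays were shifted upward by 2.81 and 2.62 SD, as dim probes were. Probes that were not well above background on any array (30396) had a median log2 change of 0.553 at G-1 1 µM 24 h and 0.39 at 72 h, against -0.15 and -0.18 at G-1 IC50. For these probes, the dim signal of the second session was thus higher, not lower. They were not among the probes tested, so this does not decide the cause of the genes called lower. Without a filter on dim probes, more of the genes called at G-1 1 µM 24 h were higher than lower. The excess of genes called lower there thus depends on the filter. A difference between slides that is specific to probes was tested on the other probes of genes called by 1 probe at G-1 1 µM 24 h. Their median change in the called direction was 0.147 over 129 probes, with 72.1% of the same sign, where the called probes had 1.27. For the genes called lower, it was 0.110 over 93 probes, with 67.7% of the same sign, and for those called higher 0.47, with 83.3%. A probe-specific difference may therefore account for part of the genes called lower. It cannot be told apart from treatment, since the other probes of a gene are often dimmer and can measure other transcripts.

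The paper leaves open which signal raises *ANGPTL4*. A candidate explanation at G-1 IC50 72 h is PPAR, since the 8 measured PPAR targets other than *ANGPTL4* had a median log2 fold change of 0.452 there. Of the 35 splits, only the real one gave as large a median, a share that is not adjusted over the 48 tests. At G-1 1 µM, the PPAR targets had a median of 0.28 at 24 h (camera, adjusted p = 0.0540) and 0.24 at 72 h (adjusted p = 0.260), both called by fry. Camera called the former in 5 of 8 fits without 1 array, as without DMSO 24 h replicate 3 (0.29), and with quantile normalization, the 50th percentile, an intensity trend or the slide as a random block. The HIF targets (0.212), the glucocorticoid receptor targets (0.00204) and the TGF-beta targets (0.0479) at G-1 IC50 72 h decide nothing about these signals, since small medians may leave single targets changed. The glucocorticoid receptor targets had medians of 0.0086 at G-1 IC50 24 h, 0.11 at G-1 1 µM 24 h and 0.15 at G-1 1 µM 72 h, none called by camera. Fry called those at G-1 1 µM, upward at 24 h and downward at 72 h, where the mean was 0.0020. The TGF-beta targets had a median of -0.037 (mean 0.0059) at G-1 IC50 24 h, which was not called.

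Free tubulin lowers the mRNA of tubulin genes, so a compound that frees tubulin may lower them. The 10 tubulin genes fell at 24 h, with medians of -0.30 at G-1 IC50 (0 of 10 higher; camera, adjusted p = 1.4e-17) and -0.33 at G-1 1 µM (1 of 10 higher; adjusted p = 3.5e-05), which goes with this explanation. At G-1 1 µM 72 h, they had a median of -0.171, with 4 of 10 higher. Camera did not call them (adjusted p = 0.168) and fry did (adjusted p = 1.0e-04), with 8 genes significant adjusted over the list alone. The median differed between the durations by 0.11, which camera did not call (adjusted p = 0.492). Members that go both ways at 72 h leave this explanation open there, and no measurement of free tubulin was made here.

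Whether the genes called at G-1 1 µM 72 h move with the dose was tested with separate DMSO arrays behind each dose. On average over 6 ways to part the DMSO arrays, 60.2% of the called genes had the same sign at G-1 IC50 72 h (55.8% to 66.7%), with a mean slope of 0.044 (0.014 to 0.077). This share is consistent with a small effect of the lower dose and with none, and dose, slide and session cannot be told apart.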
